# Loss of histone macroH2A1 in hepatocellular carcinoma cells promotes paracrine-mediated chemoresistance and CD4^+^CD25^+^FoxP3^+^ regulatory T cells activation

**DOI:** 10.7150/thno.35045

**Published:** 2020-01-01

**Authors:** Oriana Lo Re, Tommaso Mazza, Sebastiano Giallongo, Paola Sanna, Francesca Rappa, Tu Vinh Luong, Giovanni Li Volti, Adela Drovakova, Tania Roskams, Matthias Van Haele, Emmanuel Tsochatzis, Manlio Vinciguerra

**Keywords:** hepatocellular carcinoma, histone macroH2A1, adaptive immune system, chemoresistance.

## Abstract

**Rationale:** Loss of histone macroH2A1 induces appearance of cancer stem cells (CSCs)-like cells in hepatocellular carcinoma (HCC). How CSCs interact with the tumor microenvironment and the adaptive immune system is unclear.

**Methods:** We screened aggressive human HCC for macroH2A1 and CD44 CSC marker expression. We also knocked down (KD) macroH2A1 in HCC cells, and performed integrated transcriptomic and secretomic analyses.

**Results:** Human HCC showed low macroH2A1 and high CD44 expression compared to control tissues. MacroH2A1 KD CSC-like cells transferred paracrinally their chemoresistant properties to parental HCC cells. MacroH2A1 KD conditioned media transcriptionally reprogrammed parental HCC cells activated regulatory CD4^+^/CD25^+^/FoxP3^+^ T cells (Tregs).

**Conclusions:** Loss of macroH2A1 in HCC cells drives cancer stem-cell propagation and evasion from immune surveillance.

## Introduction

Hepatocellular carcinoma (HCC) is the second leading cause of cancer-related death worldwide 1. In advanced HCC, the liver maintains only a poor level of function, which limits patient eligibility for surgery. HCC tumors contain a population of cancer stem cells (CSCs) that are associated with metastatic potential and relapse 2. These CSCs can self-renew and differentiate to give rise to virtually all HCC cell types 2. Interestingly, while CSCs themselves do not rapidly proliferate, their progeny have a high proliferative capacity, and markedly augment the tumor mass. Although conventional chemotherapeutics suppress the proliferating cells that comprise the bulk of the tumor 3, CSCs are resilient to chemotherapy. Consequently, the gold standard HCC chemotherapeutic Sorafenib increases the average patient survival time by only a few months 4. It is thus imperative to develop therapies that specifically target CSCs to enhance patient survival and wellbeing.

HCC typically arises as a result of hepatic injury and inflammation. As such, the physiological defensive response towards HCC strongly relies on the adaptive immune system and its cellular constituents: macrophages, natural killer (NK) cells, plasma cells, NKT cells, regulatory T cells (Treg) and CD4^+^ and CD8^+^ T cells 5. The immune system triggers a potent anti-tumor response during HCC development: hepatic tumor progression markedly increases in T and B-cell-deficient Rag1^-/-^ mice upon diethylnitrosamine (DEN)-induced liver injury 6. Moreover, impaired immune surveillance of senescent hepatocytes induces HCC development in mice, indicating that senescence surveillance is important for tumor suppression in the liver 7, 8. CSC-specific avoidance of immune-cell detection and destruction might allow tumor relapse 9, 10; whether this is the case in HCC is currently unclear. Autocrine/paracrine non-cell-autonomous mechanisms govern the interplay between CSCs and neighboring cancer, immune and stromal cells and regulate CSC expansion and self-renewal in various cancers 11-14. As CSCs have an important role in mediating drug resistance following chemotherapy and in immune evasion, efforts should be made to identify the specific factors secreted by hepatic CSCs and determine their influence on neighboring cells and the signaling and epigenetic mechanisms that control their production.

We previously demonstrated a link between the epigenetic regulatory properties of the histone variant macroH2A1 and the emergence of CSCs in HCC 15, 16. MacroH2A1 is the largest histone variant in nature: it is composed of a domain that is 66% homologous to histone H2A, and a C-terminal linker that connects the histone fold domain to a macro domain. MacroH2A1 can either repress or activate transcription in response to growth signals 17. MacroH2A1 exists as two alternatively exon-spliced isoforms, macroH2A1.1 and macroH2A1.2 17. In several cancer types, evidence supports a tumor-suppressive role for macroH2A1.1, while the role of macroH2A1.2 is dependent on the specific cancer context 18. Histone variants have crucial roles in all DNA-template based processes, including transcriptional regulation and DNA repair and differ from their canonical (H2A, H2B, H3 and H4) counterparts in stability, DNA wrapping, and possession of specialized domains that regulate access to DNA 19. MacroH2A1 expression is typically low in poorly differentiated and aggressive HCC subtypes compared to well-differentiated HCC. MacroH2A1 knockdown in HCC cell lines transforms them into CSC-like cells, thus illustrating that absence of macroH2A1 mediates cellular stem-like features and tumorigenic potential 15, 16. MacroH2A1 expression has also been associated with the pathogenesis of multiple cancers 19.

Here, we demonstrate that loss of macroH2A1 expression, as observed in many HCC models, can reprogram parental HCC cells to a CSC-like chemoresistant phenotype in a paracrine manner. Our functional and immunological analyses on the macroH2A1-dependent CSC-like secretome suggest that this epigenetic pathway might provide an under-appreciated link between cancer stemness propagation in the tumor microenvironment (TME), and tumor-cell evasion from adaptive immune surveillance.

## Materials and Methods

### Cell cultures and treatments

The HepG2 and Huh-7 parental lines (ATCC) were cultured in DMEM (1X) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. Stable knock-down (KD) of macroH2A1 was achieved by lentiviral transduction 16. HepG2 or Huh-7 control cells were exposed or not to conditioned media (CM) from macroH2A1 KD cells for 24 h. Chemoresistance experiments were performed by incubating cells for 72 h with 1 μM Sorafenib (SIGMA, Germany), 2 μM Doxorubicin (Santa Cruz Biotechnology, USA) or DMSO. Pentose phosphate pathway (PPP) inhibition in Huh-7 cells was achieved by incubating cells for 24-48 h with 2.5-5 μM Physcion (Sigma, Germany). Cell proliferation was measured by MTT assay 20. To assess population doubling time of HepG2 and Huh‑7 cells, suspension of cells containing 300,000 cells/well were applied to 6‑well plates. Number of the cells was counted every day up to 3 days after plating.

### Metabolomics

The Huh-7 central carbon metabolism profile was studied using ultra-high performance liquid chromatography - mass spectrometry (UHPLC-MS) to evaluate potential differences in 64 metabolites between macroH2A1 KD and control cells (Supplemental Table 1). *Metabolite extraction:* Cell pellets were re-suspended in cold extraction solvents [methanol/ethanol (1/1, v/v)] spiked with metabolites not detected in un-spiked cell extracts (internal standards) and incubated at -20 °C for 1 h. The samples were then vortexed and centrifuged at 18,000 x g, at 4 °C for 5 min. Supernatants were collected and kept at 4 °C, while cell pellets were re-suspended again in cold extraction solvents and incubated at -20 °C for 1 h. Samples were vortexed and centrifuged at 18,000 x g, at 4°C for 5 min and the supernatants were collected and pooled with the previous supernatant samples. Supernatants were dried under vacuum, reconstituted in water and re-suspended with agitation for 15 min. The samples were then centrifuged at 18,000 x g for 5 min at 4 °C and transferred to vials for UHPLC-MS analysis. Two different quality control (QC) samples were used to assess the data quality: 1. a QC calibration sample to correct for the different response factors between and within batches; and 2. a QC validation sample to assess how well the data pre-processing procedure improved the data quality. Randomized sample injections were performed, with each of the QC calibration and validation extracts uniformly interspersed throughout the entire batch run.

*Data Pre-Processing:* All data were processed using the TargetLynx application manager for MassLynx 4.1 software (Waters Corp., Milford, USA). Data pre-processing generated a list of chromatographic peak areas for the metabolites detected in each sample injection. An approximated linear detection range was defined for each identified metabolite, assuming similar detector response levels for all metabolites belonging to a given chemical class represented by a single standard compound. Data normalization was performed as previously described 21. The ion intensities detected for each peak were normalized within each sample, to the sum of the peak intensities in that sample. There were no significant differences (HuH-7: t-test=0.1611) between the total intensities used for normalization of the groups compared in the study.

*Data Analysis:* Once normalized, the dimensionality of the complex data set was reduced to enable easy visualization of any metabolic clusters in the different sample groups. Data reduction was achieved by multivariate data analysis, including non-supervised principal components analysis (PCA) and/or supervised orthogonal partial least-squares to latent structures (OPLS) approaches 22. Univariate statistical analyses were also performed to calculate the group percentage changes and the unpaired Student's t-test p-value for the following comparison: HuH-7 KD vs. HuH-7 CTL.

### Immunoblotting and ELISA

RayBio® Human Biotin Label Based Antibody Arrays - Human L-507 Array, Membrane (AAH-BLM-1A-2, RayBio®, US) was used to analyze the supernatant (conditioned media) of Huh-7 cells (control or macroH2A1 KD), according to manufacturer's instructions. A Human Cytokines antibody array membrane (Abcam, Germany) was used to analyze the supernatant (conditioned media) of HepG2 cells (control or macroH2A1 KD), according to manufacturer's instructions (ab133997, Abcam, US). Detection of IL-6 and IL-8 levels in the culture media of Huh-7 cells was performed using Quantikine® kits (Bio-Techne R&D Systems s.r.o., Prague, Czech Republic), according to manufacturer's instructions.

Nuclei protein fractions from HepG2 and Huh-7 CTL cells were isolated as previously described 23, 24. Primary antibodies were obtained from Active Motif (macroH2A1.1 and macroH2A1.2) and Cell Signaling Technology (H2B).

### T-cell activation assay

Peripheral blood mononuclear cells (PBMC) were isolated from buffy coats of healthy volunteers (University Hospital Brno) by density gradient centrifugation using Ficoll. Cell pellets were re-suspended in PBS and centrifuged at 200 x *g* for 15 min at 20^o^C. Total T lymphocytes were isolated using the Pan T-cell isolation kit (Miltenyi Biotech, Germany), according to manufacturer's instructions. T cells fluorescently stained using CD4^+^-FITC and C25^+^-PE antibodies (Biosciences, Germany) were processed for analysis in a BD FACSCanto^TM^ II Flow Cytometer (Becton Dickinson, Germany).

### Treg suppression assay

Treg suppression assay was performed using a Treg Suppression Inspector assay, according to manufacturer's instructions (Miltenyi Biotech, Germany). CD4^+^/CD25^+^/FoxP3^+^ Tregs purified from fresh T cells from healthy donor blood and incubated with either CTL media or macroH2A1 KD media for the whole length of the assay, were used as suppressor cells, and the CD4^+^/CD25^-^ fraction was used as responder cells. To setup the assay, CD4^+^ /CD25^+^/FoxP3^+^ were cultured with CD4^+^/CD25^-^ T cells at increasing ratios (1:0, 1:1, 1:2, 1:4, 1:8). As a control, CD4^+^/CD25^-^ responder cells were cultured alone. A total of 5×10^5^ CD4^+^/CD25^-^ responder cells labeled with CFSE (Sigma, Germany) were co-cultured with 5×10^5^ CD4^+^/CD25^+^/FoxP3^+^ Tregs in 48-well plates in a volume of 1 ml/well of TexMACS medium (Miltenyi Biotech, Germany) supplemented with 100 U/ml of penicillin/streptomycin (ThermoFisher Scientific, Waltham, USA), and Treg Suppression Inspector, composed of anti-biotin MACSiBead™ particles preloaded with biotinylated anti-CD2, anti-CD3, and anti-CD28 antibodies (Miltenyi Biotech, Germany) for four days. Cells were then analyzed in a BD FACSCantoTM II Flow Cytometer (Becton Dickinson, Germany).

### RNA-Seq and bioinformatic analyses

Total RNA was extracted from control and macroH2A1 KD Huh-7 cells using TRIzol Reagent (ThermoFisher Scientific, Waltham, USA). Indexed libraries were prepared from 250 ng purified RNA using the NEBNext Ultra II Directional RNA Library preparation kit with polyA selection module (New England Biolabs, Ipswich, USA). Libraries and input RNA samples were quality checked using Fragment Analyzer (Advanced Analytical, Ankeny, US). The libraries were pooled so that each index-tagged sample was present in equimolar amounts. The pooled samples then underwent cluster generation and sequencing using an Illumina NextSeq 500 (Illumina, San Diego, US) in a 2 x 75 paired-end format. Short reads were aligned against the hg19 genome assembly using STAR (ver. 2.6.1a). Piled-up reads were counted with *htseq-count* 25. Read-count normalization and comparisons were performed using the *edgeR* R package. Genes were considered differentially expressed between groups if their expression values significantly differed by ≥2 folds. Statistical differences in gene expression were assessed by the ANOVA test. Correction for multiple test was achieved by the Benjamini-Hochberg procedure. The significance threshold was set to 0.05. Functional and pathway enrichment analyses were performed using the Ingenuity Pathway Analysis (IPA, Milan, Italy) software tool. The RNASeq profiling data have been deposited to the GEO database, with accession number GSE131680.

### Immunohistochemistry

The Institutional Ethical Review Committee of the University Hospitals of Leuven approved the use of human HCC samples in this study. A total of 18 formalin-fixed paraffin-embedded (FFPE) liver biopsies from patients with HCC, treated at the University Hospitals of Leuven between 2003 and 2008, were included in this study. Patient clinicopathological features and immunohistochemistry methods were previously described 20, 26. A further 20 samples from explanted livers of patients undergoing liver transplantation for HCC at the Royal Free Hospital (London, UK) were included (Supplemental Table 2). All patients signed informed consent forms for the use of the explanted liver tissue for research as part of the standard consent process for liver transplantation. Immunohistochemical staining on samples from UK human cases of encapsulated or non-encapsulated HCC was conducted according to previously described protocols 24, 26-28, using Abcam antibodies (Cambridge, UK) against macroH2A1, macroH2A1.1, macroH2A1.2, p16, CD44 or CD4^+^. Immunohistochemical analysis of the cases from the University Hospitals of Leuven was performed as previously described 29. Semi-quantitative scoring of staining was performed in blind by two expert anatomo-pathologists (MVH and FR), as it was previously described 24, 26-28.

### Statistical analyses

The data represent the means ± s.e.m. Comparisons between groups were made using the Student's t-test or the Mann-Whitney U-test, as appropriate, using GraphPad Prism Software (version 5.00 for Windows, San Diego, CA, USA). A P-value ⩽0.05 was considered statistically significant.

## Results

### Human HCCs with stem-like characteristics express low levels of macroH2A1

High levels of macroH2A1 expression in human patients indicate differentiated HCC 23, 30.

Conversely, macroH2A1 is weakly expressed in HCCs with a high level of CSCs (such as advanced-stage and sporadic fibrocellular HCC) compared to highly differentiated tumors 16. However, we did not previously consider a crucial prognostic factor, tumor encapsulation. Encapsulated HCCs exhibit a grossly distinct capsule-like fibrous tissue surrounding well-differentiated tumors, and are associated with a protracted clinical course and increased survival 31. We assessed macroH2A1 and CD44 expression by immunohistochemical labeling of HCC biopsies from patients with encapsulated or non-encapsulated tumors (n=10 per group) (Figure 1A and B) (Supplemental Table 2). As macroH2A1 staining was heterogeneous in both tumor groups, we applied a semi-quantitative scoring method as follows: high (+++), intermediate (++) and low (+) nuclear staining intensity (Figure 1C, upper panel). We combined this score with a score ranging from 0 to 100 to define the percentage of cells with defined nuclear staining intensity, in any randomly chosen field (Figure 1C, lower panel). The same scoring procedures were used to define CD44 staining.

Our analysis confirmed a significant down-regulation of macroH2A1 immunopositive cells in non-encapsulated compared to encapsulated HCC (Figure 1C), regardless of variations in intratissutal staining intensity. We also confirmed a negative correlation between CD44 and macroH2A1 expression: encapsulated tumors displayed weak or no CD44 staining, and non-encapsulated tumors showed strong CD44 staining (Figure 1B-D). In summary, down-regulation/loss of macroH2A1 histone is associated with human non-encapsulated HCC.

### MacroH2A1 knock-down (KD) HCC cells up-regulate glycolytic pathways

We previously showed that macroH2A1 KD induces CSC-like cellular architecture, morphology and behavior in HepG2 and Huh-7 HCC cell lines 16. Central carbon cell metabolism (CCM) supports multiple physiological processes including biosynthesis, amino acid homeostasis, epigenetic maintenance, and redox defense 32. CCM converts carbohydrates into metabolic precursors via three main pathways: glycolysis, the PPP and the citric acid cycle. CSCs are able to reprogram CCM to cater disease needs 33. Huh-7 is more aggressive than HepG2 cells, *in vitro* and *in vivo*, and the two cell lines have a different genetic make-up 30, 34-36. Moreover, control HepG2 and Huh-7 cells display similar levels of macroH2A1.2 isoform protein expression; however Huh-7 cells display higher macroH2A1.1 basal protein expression compared to HepG2 (Figure 2A). We have previously shown that macroH2A1 KD in HepG2 cells leads mainly to lipid metabolism reprogramming - with massive Acetyl-coA accumulation - and to a lesser extent to activation of glycolytic pathways 15. Here we aimed to understand the central CCM profiles required to target CSCs using Huh-7 cells, which is instead one of the most aggressive HCC cell lines 30, 34-36. We analyzed the endogenous metabolic profiles of control and macroH2A1 KD Huh-7 cells using an optimized UHPLC-MS platform that can profile 64 metabolites involved in CCM (Table S1). We initially performed an Orthogonal Partial Least Squares Classification for High Dimensional Data (OPLS-DA) analysis of control (n=7) and KD (n=7) cells to visualize any differences between the two groups (Figure S1A). This analysis identified a clear clustering of samples according to the experimental group (Figure S1A). We then generated a loading scatter plot based on the OPLS-DA analysis to identify the variables underlying this differential clustering. The metabolites lying away from the plot origin (having the strongest impact on the model) included nucleotides, redox/electron carriers and carbohydrates (Figure S1B).

We then conducted a univariate data analysis to calculate and compare (Student's t-test) the group percentage change and fold change for each individual metabolite between control and KD Huh-7 cells. Significant differences were found between 17 of the 64 tested metabolites in KD cells compared to control Huh-7 cells. Specifically, the levels of redox electron carriers (NADP, NADPH) and nucleotides (including ATP) were increased in Huh-7 KD cells compared to control cells (Figure S1C-D). These changes are consistent with increased activation of glycolytic branches that generate reduced forms of electron carriers and ATP in CSCs, and hyper-activation of the PPP 37 (Figure S2). Consistent with PPP activation, the fructose-6-phosphate (F6P)/glucose-6-phosphate (G6P) ratio was significantly decreased in HuH-7 KD compared to control cells (Figure S1C-D). In summary, these data suggest that macroH2A1 KD-induced CSC-like cells display activated glycolytic branches, particularly in the PPP.

### MacroH2A1 KD HCC cells can confer chemoresistance to parental HCC cells in a paracrine manner

MacroH2A1 modulates the transcriptional activity of cytokine/chemokine genes such as IL-6, IL-8, CXCL1 and CXCL6 38, which fine-tune CSC homeostasis 39. As modulated glycolytic activity is linked to altered cytokine production in immune cells 40, we hypothesized that the pro-glycolytic metabolic profile of macroH2A1 KD Huh-7 cells would change the cancer-associated secretome and affect the phenotype of neighboring parental HCC cells. To test our paracrine hypothesis, we exposed control Huh-7 cells to the CM of macroH2A1 KD cells for 72 h (Figure 2B). Consistent with previous studies 16, cell proliferation was lower in macroH2A1 KD and macroH2A1 KD CM-exposed Huh-7 cells, compared to control, non-exposed cells (Figure 2C).

Doxorubicin (an anthracycline antibiotic) and Sorafenib (a multi-tyrosine kinase inhibitor) are commonly used chemotherapeutics for advanced HCC. We incubated control, macroH2A1-KD, and CM-exposed Huh-7 cells with 2 µM Doxorubicin or 1 µM Sorafenib for 72 h, and found that both macroH2A1 KD and CM from KD cells could confer resistance to drug-induced cell proliferation inhibition (Figure 2C). Population doubling analyses mirrored the cell proliferation analyses (Figure 2D). However, when we incubated control, macroH2A1-KD, and CM-exposed HepG2 cells with 2 µM Doxorubicin or 1 µM Sorafenib for 72 h, we found that the CM from macroH2A1 KD was not able to confer resistance to drug-induced cell proliferation inhibition in this cell line (Figure S3A, B). These data support that macroH2A1-dependent chemoresistance can be conferred in a paracrine fashion in Huh-7 cells but not in HepG2 cells.

### MacroH2A1 KD HCC cells can transcriptionally reprogram parental HCC cells and produce a cytokine-depleted medium

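RNA-Seq was carried out on 9 libraries of Huh-7, a cell line of human HCC. There were 3 libraries of control cells (CTL), 3 of cells with stable macroH2A1 knock-down (KD) and 3 of control cells exposed to the conditioned medium of KD cells (CM). The paper's methods give an exposure of 24 h, and its results give 72 h for the cells of Figure 2B. The methods describe lentiviral transduction, whereas the sample records name retroviral shRNA cassettes and selection with puromycin. The paper's text does not say whether the 3 KD libraries came from separate transductions or from repeat cultures of the same line. With repeat cultures, SDs and p-values would measure the spread between cultures only. Effects of transduction or selection could then not be told apart from those of macroH2A1 loss. None of the 9 libraries came from control cells exposed to medium conditioned by control cells. Poly(A)-selected directional libraries were sequenced as paired ends on a NextSeq instrument, and the reads were aligned to hg19 with STAR and counted per gene with htseq-count. The authors deposited these counts for 26439 genes as CPM, that is, scaled to the library's total. The values of each library summed to 1000000 and were whole multiples of the value of 1 read, which gives the depth. Between 44738448 and 45683506 reads were counted on genes in the CTL libraries, with a median of 45337657. The KD libraries held 42696498 to 64881796 reads (median 49740211), and the CM libraries 36736650 to 44145632 (median 38561783). A count of 0 allows a level of up to 3 reads, which is between 0.0462 and 0.0817 CPM depending on the library, and this floor covers counting error only. Values were analysed as log2(CPM + 0.5) with limma, in 1 fit of all 9 libraries, for the 14138 genes with at least 0.5 CPM in at least 3 libraries. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 2, the thresholds of the paper's methods.

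macroH2A1, listed as H2AFY, lies on chromosome 5 of hg19 from 134670071 to 134735604. Its expression was 168, 170 and 158 CPM in CTL replicates 1 to 3. The 3 KD replicates had 51.2, 49.4 and 52.6 CPM, and the 3 CM replicates 161, 153 and 173 CPM. The means were 165 ± 6.13 CPM in CTL, 51.1 ± 1.60 in KD and 162 ± 10.3 in CM (SD, n = 3 each). The log2 fold change of KD versus CTL was -1.69 (standard error 0.08, adjusted p = 1.84e-07), a 3.22-fold decrease. CM differed from CTL by -0.03 on the log2 scale (standard error 0.08, adjusted p = 0.783), less than the spread between replicates. Without CM replicate 2, this small difference changed sign to 0.014. The paralog macroH2A2 (H2AFY2; chromosome 10, 71812300 to 71872038) rose from 35.4 ± 2.69 CPM in CTL to 59.3 ± 0.426 CPM in KD (SD, n = 3), a log2 fold change of 0.74 (adjusted p = 4.68e-04) that stayed under 2-fold. The files give 1 value per gene, so the splice isoforms of macroH2A1 were not separated.

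**Figure D1:**
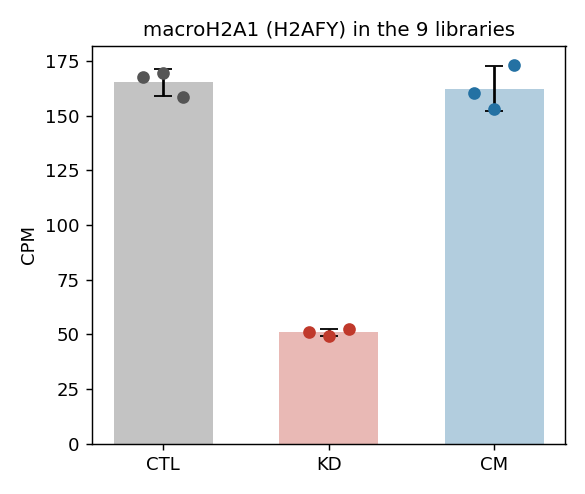
Expression of macroH2A1 (H2AFY), in CPM, in the CTL, KD and CM libraries. Points are the 3 replicates of each group, and bars with error bars are the mean and SD. The KD libraries lie between 49.4 and 52.6 CPM, below every CTL and CM library.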

We next used RNA-Seq to gain deep mechanistic insight into the distinct functions of macroH2A1 KD and (CM-)exposed Huh-7 cells. A heatmap drawn for the 202 commonly differentially expressed genes between the three groups revealed a similar transcriptomic profile between KD and CM, compared to the control condition (Figure 3A).

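In the deposited data, 393 genes were differentially expressed both in KD versus CTL and in CM versus CTL. Both comparisons use the same CTL libraries, which favours shared genes and shared directions, so no number expected for independent comparisons is given. In 50 simulations of unchanged groups against shared controls, no gene was common, and at most 1 was called in either comparison. Noise of the shared libraries alone thus gave no common genes there. A deviation of the whole CTL group was not simulated. Of the 393 genes, 371 (94.4%) changed in the same direction, 224 of them higher and 147 lower than in CTL. The other 22 changed in opposite directions, with 16 higher in KD and lower in CM and 6 lower in KD and higher in CM. These genes were selected for differing from CTL in both comparisons, and 95 of them also differed at least 2-fold between CM and KD. The count was most sensitive to the value added before the logarithm, with 706 common genes at 0.1 in place of 0.5. TNC, which encodes the matrix protein tenascin C (chromosome 9, 117781854 to 117880486), fell from 22.8 ± 4.42 CPM in CTL to 1.04 ± 0.128 in KD and 0.758 ± 0.602 in CM (SD, n = 3). Its log2 fold change was -3.91 in KD (standard error 0.27, adjusted p = 1.80e-06) and -4.30 in CM (adjusted p = 2.23e-07). APLN (chromosome X, 128779236 to 128788933) fell to a similar level in both groups, 1.49 ± 0.353 CPM in KD and 1.49 ± 0.235 in CM against 12.2 ± 1.24 in CTL. HAMP, the hepcidin gene (chromosome 19, 35771619 to 35776046), rose by 2.35 on the log2 scale in KD (adjusted p = 6.33e-06) and by 3.89 in CM (adjusted p = 5.47e-08). HAMP also differed between CM and KD (log2 fold change 1.54, adjusted p = 4.28e-05).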

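The Euclidean distance between the group means of log2(CPM + 0.5) was computed over all tested genes and over the genes common to KD and CM. Over all tested genes, the distance was 63.6 from KD to CTL, 97.2 from CM to CTL and 92.1 from CM to KD. Single libraries of KD and CTL lay 62.7 to 68.1 apart, and those of CM and KD 92.3 to 101 apart, without overlap. Libraries within a group lay 15.1 to 19.3 apart in KD, 20.4 to 25.3 in CTL and 34.3 to 56.1 in CM. The distance from CM to KD was 1.45 times that from KD to CTL, and between 1.36 and 1.60 times across the 27 sets of 1 library per group. Over the common genes the order was reversed. There the distance was 29.9 from KD to CTL, 38.3 from CM to CTL and 21.2 from CM to KD, and the same ratio was 0.709. With 2 clusters, hierarchical clustering and K-means both set the CM libraries apart over all tested genes and the CTL libraries apart over the common genes. With 3 clusters, both methods recovered the 3 groups for either set of genes. No test was applied to the distances.

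**Figure D2:**
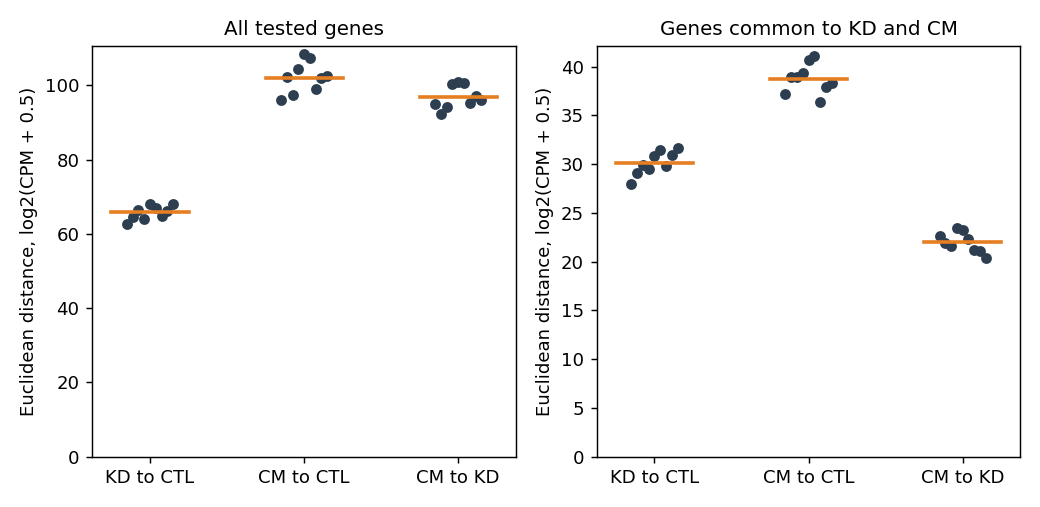
Euclidean distance between pairs of single libraries, in units of log2(CPM + 0.5), over all tested genes and over the genes common to KD and CM. Each point is 1 of 9 pairs of libraries and lines are means. Over all tested genes the KD to CTL pairs are the closest (62.7 to 68.1), and over the common genes the CM to KD pairs are (20.4 to 23.5).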

The transcriptomic profile similarity between CM and KD in comparison to CTL was also confirmed by measuring the Euclidean distance between centroids of clusters obtained by K-means algorithm (*data not shown*, 41).

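Beside the genes common to both comparisons, 474 genes were differentially expressed in KD versus CTL alone and 2270 in CM versus CTL alone. The common genes made up 45.3% of the differentially expressed genes of KD and 14.8% of those of CM. In the direct comparison of CM with KD, 2339 genes were differentially expressed, 1439 higher and 900 lower in CM. Among the genes found in KD alone, 255 differed between CM and KD in this test, as did 1367 of those found in CM alone. EMC10 (chromosome 19, 50979657 to 50994128) was expressed at 61.9 ± 2.73 CPM in KD and 0.314 ± 0.0618 CPM in CM (SD, n = 3). Its CTL libraries were all at or under the 3-read floor, so that KD was at least 923-fold higher than CTL. RELN (chromosome 7, 103111828 to 103630105) moved in opposite directions, by 2.33 on the log2 scale in KD versus CTL (adjusted p = 9.42e-07) and by -2.76 in CM versus CTL (adjusted p = 6.71e-08). CRABP2 (chromosome 1, 156669398 to 156675608) moved the other way, by -1.11 in KD (adjusted p = 1.54e-04) and 2.79 in CM (adjusted p = 6.53e-08). TAGLN (chromosome 11, 117070086 to 117078180) was 1.25 ± 0.635 CPM in CM, 63.4 ± 5.12 in CTL and 44.0 ± 10.6 in KD (SD, n = 3), and its change in KD did not pass the threshold (log2 fold change -0.55, adjusted p = 0.0880).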

Assessment of differentially expressed genes for Huh-7 macroH2A1 KD or Huh-7 CM KD versus CTL showed no transcriptional overlap between the different Huh-7 cell lines. 

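KD versus CTL gave 867 differentially expressed genes, 589 higher and 278 lower. In CM versus CTL there were 2663, of which 1906 were higher and 757 lower. Without the 2-fold limit, 5334 and 9122 genes had an adjusted p-value of at most 0.05, so the limit on the fold change decided most calls. In all 867 genes of KD and in 2651 of the 2663 of CM, the libraries of the compared groups did not overlap. Over all tested genes this held for 65.7% in KD and 64.2% in CM, against 10% by chance with 3 libraries against 3. The median log2 fold change of all tested genes was 0.11 in KD and 0.18 in CM. After the libraries were rescaled by the median of ratios, 822 and 2492 genes were differentially expressed, and the share that was higher than CTL fell from 67.9% to 55.5% in KD and from 71.6% to 53.5% in CM. The KD count moved most with 0.1 in place of 0.5 added before the logarithm (1236 genes). Among genes with at least 5 CPM in a group, those with the largest decreases in KD included LSAMP beside TNC and APLN. The largest increases in KD were those of EMC10, RARRES2, MYEF2, MIR30A and BCHE. RARRES2 and MIR30A were at or under the 3-read floor in every CTL library, and were at least 271-fold and at least 174-fold higher in KD. Beside MIR30A, LINC00472 was at 0.0547 CPM and MIR30C2 at 0 in KD. In CM the largest increases were those of FER1L4, HAMP, BHMT, TXNIP and DRAIC, and the largest decreases included those of TAGLN, TNC, CTSE and MISP. BHMT (chromosome 5, 78407632 to 78428111) rose from 2.24 ± 0.124 CPM in CTL to 40.0 ± 6.71 in CM (SD, n = 3), a log2 fold change of 3.87 (adjusted p = 7.29e-09), and was 2.69 ± 0.341 CPM in KD.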

783 and 987 genes were significantly and differentially expressed (|FC|≥2, adj. p-value ≤0.05) over a total number of 26,439 screened genes, in macroH2A1 KD or CM KD versus control cells, respectively (Figure S4A, B). 

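The gene sets of Ingenuity pathway analysis (IPA) were not used here. Instead, 14 lists of genes written before the data were examined were tested with limma's camera (preset correlation between genes 0.01) in KD versus CTL, CM versus CTL and CM versus KD. Of the 42 tests, 13 had a Benjamini-Hochberg adjusted p-value of at most 0.05. All 13 also passed with fry, and 3 passed when the correlation between genes was estimated from the data. At the main settings, the secreted factors of senescence were the 1 list past the threshold in both comparisons with CTL. It was lower in KD (median log2 fold change of its 18 tested genes -0.26, adjusted p = 8.22e-04) and in CM (median -0.51, adjusted p = 0.00284). Genes of the response to amino acid shortage were higher in KD (median 0.89, adjusted p = 9.27e-04; 14 of 19 genes higher). In CM their median was 0.40 (adjusted p = 0.328), and in CM versus KD it was -0.71 (adjusted p = 0.0158; 0.0744 without CM replicate 1). Proliferation genes were higher in KD (median 0.36, adjusted p = 0.00103, 23 of 25 genes), none of them past 2-fold. They did not pass in CM (median 0.27, adjusted p = 0.847) or in CM versus KD (median 0.002, adjusted p = 0.218). The paper reports that KD cells and CM-exposed cells proliferated less than control cells. The drug efflux list, which also held the enzyme genes GSTA1 and UGT1A1, was higher in KD (median 0.47, adjusted p = 0.0082). It did not pass in CM (median -0.24, adjusted p = 0.379, and median -0.10 without CM replicate 2) or in CM versus KD (median -0.475, adjusted p = 0.0524). In CM versus CTL, its differentially expressed genes were ABCG1, ABCA3, GSTA1 and UGT1A1, all higher, and ABCC2 and ABCC3, both lower. Hypoxia genes were higher in CM (median 1.04, adjusted p = 0.0103; 16 of 20 genes). In KD they stayed just short of the threshold (median 0.50, adjusted p = 0.0521). They passed it after rescaling (adjusted p = 0.0275), without the filter (0.00293), with the replicate number as a block (0.0427) and with fry (5.07e-04). They also passed without CTL replicate 1, KD replicate 2 or KD replicate 3, and did not with an estimated correlation (adjusted p = 0.390). In CM versus KD the hypoxia median was 0.63 (camera, adjusted p = 0.0736). Passing in 1 comparison alone thus does not show that the effects of KD and CM differ. With fry, further lists passed with the same direction in both comparisons, among them amino acid shortage, hypoxia, proliferation, glycolysis, interferon and stemness.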

Interestingly, the significantly enriched genes, over-represented in KD and CM-exposed cells compared to control cells, were implicated in a number of functions and diseases that were also shared between CM *versus* CTL comparisons (Figure 3B). Specifically, Ingenuity pathway analysis (IPA) identified categories of cancer, gastrointestinal diseases, lipid metabolism, cell-to-cell signaling, nucleic acid metabolism, cell death & survival and others, in common between KD *versus* CTL and CM *versus* CTL (Figure 3B). These data support a paracrine modulation of gene expression by macroH2A1 KD in HCC cells.

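Lipid metabolism was covered by lists of lipid and of sterol synthesis genes. The 21 sterol synthesis genes were lower in CM than in CTL (median log2 fold change -0.96, adjusted p = 4.13e-08 with camera; 2 of 21 genes higher). This was 1 of the 3 results that held with an estimated correlation between genes (adjusted p = 0.0422). In KD versus CTL their median was 0.16 (adjusted p = 0.379; 16 of 21 genes higher). Lipid synthesis genes were lower in CM (median -0.15, adjusted p = 0.0244), which no longer passed without CM replicate 3 (adjusted p = 0.0520). This median was -0.32 without CM replicate 1 and -0.08 without CM replicate 2. Their median in KD was 0.20 (adjusted p = 0.482). Glycolysis genes were higher in KD (median 0.39, adjusted p = 0.00889, 15 of 17 genes) and had a median of 0.37 in CM (adjusted p = 0.328). In CM versus KD their median was -0.017 (adjusted p = 0.580), so no difference between the effects was detectable. Genes of the pentose phosphate pathway had a median of 0.11 in KD (adjusted p = 0.699) and 0.13 in CM (adjusted p = 0.699), and the median in KD changed sign to -0.016 after rescaling. The median in CM was 0.06 without CM replicate 3. Stemness genes were lower in CM (median -0.67, adjusted p = 9.94e-05). They did not pass in KD (median -0.10, adjusted p = 0.182, with a median of -0.05 without KD replicate 3 and -0.06 without CTL replicate 3). They were also lower in CM than in KD (median -0.70, adjusted p = 0.00284). Hepatocyte genes had a median of -0.25 in KD (adjusted p = 0.0524; 0.0410 without CM replicate 2) and -0.13 in CM (adjusted p = 0.379), which changed sign to 0.04 without CM replicate 1.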

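Across all tested genes, the log2 fold changes of KD versus CTL and of CM versus CTL were correlated with Pearson's r = 0.372 and Spearman's rho = 0.327. Genes are not independent replicates, so no p-value was computed. Across the 27 sets of 1 library per group, r lay between 0.309 and 0.443. The sign of the change was shared by 62.3% of all tested genes, by 82.4% of the genes differentially expressed in KD and by 77.6% of those in CM. Both comparisons use the same CTL libraries, which alone makes fold changes correlate. In 50 simulations of unchanged groups against shared controls, r was 0.482 to 0.517 and 65.9% to 67.5% of genes shared their sign, but the covariance of the fold changes was 0.0109 on average against 0.154 in the data. When KD and CM were set against different CTL libraries, r stayed between 0.318 and 0.375. From the genes, functions and diseases shared by KD versus CTL and CM versus CTL, the paper proposes a paracrine modulation of gene expression by macroH2A1 KD.

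**Figure D3:**
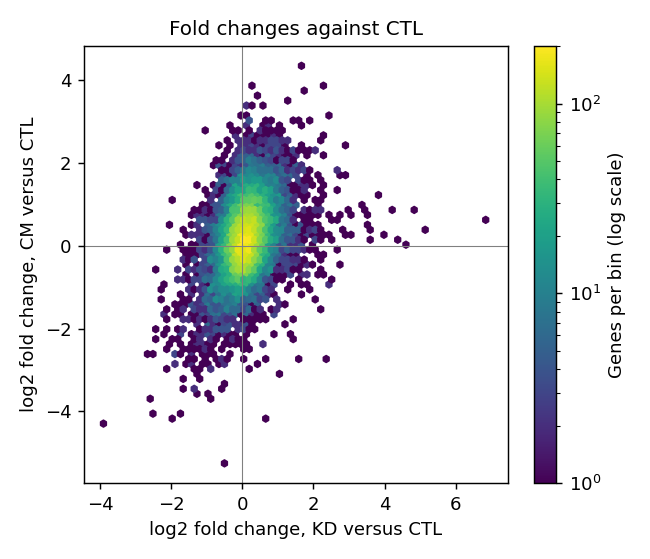
log2 fold change of CM versus CTL (vertical axis) against that of KD versus CTL (horizontal axis) for all tested genes. Color gives the number of genes per bin on a log scale. The fold changes are correlated across genes with r = 0.372.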

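The list of interferon-induced genes was tested in the same 9 libraries. Its 20 tested genes had a median log2 fold change of 0.35 in KD versus CTL (adjusted p = 0.113 with camera; 14 of 20 genes higher), which passed without the filter on low values (adjusted p = 0.0317). In CM versus CTL the median was 0.57 (adjusted p = 0.268; 14 of 20 genes higher). CXCL8, which encodes IL-8 (chromosome 4, 74606236 to 74609433), fell from 852 ± 80.4 CPM in CTL to 278 ± 34.2 in KD and 536 ± 95.3 in CM (SD, n = 3). Its log2 fold change was -1.62 in KD (standard error 0.14, adjusted p = 7.61e-06) and -0.68 in CM (adjusted p = 0.0012), and CM differed from KD by 0.93 (adjusted p = 1.36e-04). After a correction for GC content and length chosen after seeing the data, the change in CM was -1.39 and passed 2-fold. CXCL6 (chromosome 4, 74702357 to 74714781) rose by 0.90 in KD (adjusted p = 3.49e-05), and its log2 fold change in CM was -0.46 (adjusted p = 0.00134). CXCL1 (chromosome 4, 74735110 to 74737025) did not differ in KD beyond the spread of the replicates (log2 fold change 0.04, adjusted p = 0.787), and this value was -0.086 after rescaling. In CM its log2 fold change was -0.30 (adjusted p = 0.0189), under 2-fold. IL6 (chromosome 7, 22765503 to 22771621) was near the filter limit, at 0.625 ± 0.193 CPM in CTL, 0.418 ± 0.125 in KD and 0.819 ± 0.267 in CM (SD, n = 3), and no difference was detectable in KD (log2 fold change -0.29, adjusted p = 0.285) or in CM (0.22, adjusted p = 0.346). Leaving out each library in turn moved these values to between -0.438 (without CTL replicate 1) and -0.171 (without KD replicate 3) in KD, and to between 0.072 (without CTL replicate 1) and 0.398 (without CM replicate 1) in CM.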

Although Huh-7 cells were not exposed to any treatment other than the CM from KD cells, IPA revealed an enrichment in the categories of inflammatory disease, immune-cell trafficking (KD *versus* CTL), and cell mediated-immune responses (CM *versus* CTL) (Figure S5). As inflammatory and immune responses are chiefly mediated via secreted factors, we performed a quantitative analysis of a commercial comprehensive panel of 507 human cytokines, chemokines, adipokine, growth factors, angiogenic factors, proteases, soluble receptors and soluble adhesion molecules, detectable in Huh-7 CTL and macroH2A1 KD cell supernatants. Figure 4A shows a principal component analysis (PCA) which identified a clear clustering of samples according to the experimental group. Setting a fold-change barrier to 1.2, and the significance level to ≤0.05 (Benjamini-Hochberg adjusted p-value), we detected 94 differentially expressed factors (Figure 4B). Stunningly, with the exception of GDF15 and Lipocalin 2 (LCN2) that were upregulated, the remaining secreted factors were underrepresented in the supernatant of macroH2A1 KD Huh-7 cells (Figure 4B). In contrast, no changes were observed in HepG2 cells, between CTL and macroH2A1 KD, upon quantitative analysis of a panel of most representative 48 human cytokine/chemokines (Figure S6). To ascertain whether the decreased levels of secreted factors in the macroH2A1 KD Huh-7 secretome were linked to their reprogrammed metabolism, namely PPP activation (Figure 2, Figure S2), we preincubated control and macroH2A1 KD cells for 24-48 h with 2.5-5 μM Physcion — an effective inhibitor of the third enzyme of the PPP 42. We then assessed the levels of the two key pro-inflammatory cytokines, IL-6 and IL-8 (CXCL8) in the supernatants by ELISA (Figure 5). We confirmed downregulation of IL-6 and IL-8 protein levels in the macroH2A1 KD supernatant compared to control cells (Figure 5A, B). Physcion restored IL-6 and IL-8 levels in the KD cell supernatant upon 48 h incubation with a 5 μM dose, whereas no effect was seen in control cells (Figure 5A, B). These findings suggest that macroH2A1-dependent decreased IL-6/IL-8 secretion may be dependent on PPP activation.

### HCC harboring low macroH2A1 expression displays decreased CD4(+) lymphocyte infiltration

The overall cytokine/chemokine depleted medium of macroH2A1 KD CSC-like cells led us to hypothesize that loss of macroH2A1 might trigger pleiotropic effects that help CSCs evade the defensive immune response in a paracrine manner. Consistently, running IPA on the Huh-7 secretome (Figure 4), we inferred that this cytokine depletion would inhibit the process of T cell development/maturation (Figure 6A). 

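The genes of 92 secreted factors could be read from the heatmap of Figure 4B, and 53 of them passed the filter on low RNA values. This list was read by eye and did not include HBEGF and IL7R, which the paper names as concordant. In KD versus CTL, 10 of the 53 were differentially expressed, 7 lower and 3 higher, and 10 were when adjusted over the list alone. The lower genes were CXCL8, CXCL9, GDF15, INHBA, MMP24, PDGFB and THBS1, and the higher ones LRP1, SAA1 and SPARC. In camera the list had a median log2 fold change of -0.07 in KD versus CTL (adjusted p = 0.0607, and 0.0491 without KD replicate 2). The median ranged from -0.078 to 0.022 across the fits that each left out 1 library, and was above 0 without CTL replicate 1 or 3 or KD replicate 3. In CM versus CTL it was -0.01 (adjusted p = 0.0855), and ranged from -0.049 without CM replicate 1 to 0.001 without CTL replicate 1. Taking as concordant a gene that changed in the direction of the protein in the heatmap, 6 of the 53 were concordant. With the 97 factors of the plot in Figure 6B, 58 were tested, 11 were differentially expressed (8 lower, 3 higher) and 7 were concordant, and the median was 0.04 in KD (adjusted p = 0.141; 0.015 without CTL replicate 1) and 0.04 in CM (adjusted p = 0.203; -0.006 without CM replicate 1 and 0.095 without CTL replicate 3). The genes CCL3, CXCL9, HBEGF, IL7R, INHBA, MMP12, MMP24, PDGFB, PDGFD, TGFB3 and TLR3 were examined singly. CCL3 and MMP12 did not pass the filter. CCL3 was at 0.111 ± 0.00117 CPM in CTL and 0.0362 ± 0.0322 in KD, and MMP12 at 0.671 ± 0.236 CPM in CTL and 0.0867 ± 0.0372 in KD (SD, n = 3). Fitted without the filter, MMP12 had a log2 fold change of -0.98 (adjusted p = 0.0129) and CCL3 of -0.19 (adjusted p = 0.143). The other 9 genes had lower RNA in KD, each with an adjusted p-value of at most 0.05, and 6 of the 9 passed 2-fold. PDGFB (chromosome 22, 39619364 to 39640987) had the largest change (log2 fold change -1.46, standard error 0.11, adjusted p = 2.16e-06). The log2 fold change was -1.22 for IL7R, -1.12 for MMP24, -1.10 for INHBA, -1.07 for HBEGF and -1.03 for CXCL9. CXCL9 did not reach 2-fold without CTL replicate 1 or 3 or KD replicate 1, and HBEGF did not without CTL or KD replicate 2. PDGFD (-0.71), TLR3 (-0.63) and TGFB3 (-0.60) stayed under 2-fold. With 1 in place of 0.5 added before the logarithm, MMP24 and PDGFB alone of the 9 passed.

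**Figure D4:**
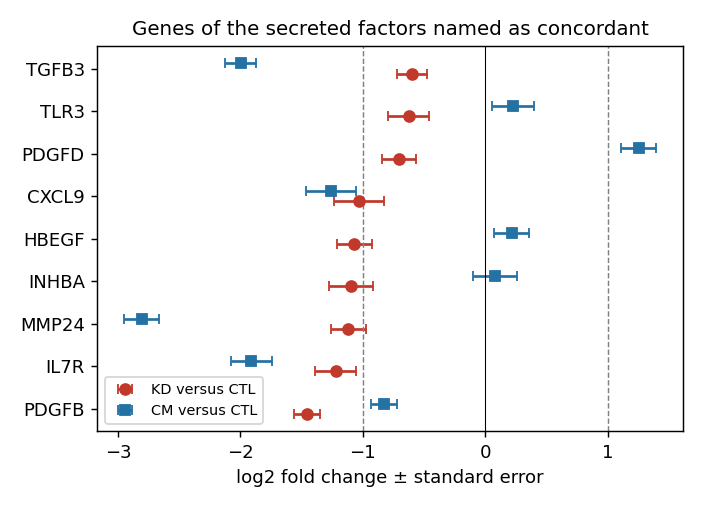
log2 fold change of RNA in KD versus CTL (circles) and CM versus CTL (squares) for the 9 tested genes. Error bars are standard errors of the limma fit, and dashed lines mark 2-fold. All 9 KD values lie below 0, from -1.46 for PDGFB to -0.60 for TGFB3.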

Surprisingly, the changes in the secretome in Huh-7 macroH2A1 KD cells is largely independent on macroH2A1-dependent transcriptional regulation: through integrated transcriptomic and secretomic analyses we detected significant concordance between differentially expressed genes and differential expression of the corresponding secreted factors only in 10 over 94 factors (CCL3, CXCL9, HBEGF, IL7R, INHBA, MMP12, MMP24, PDGFB, PDGFD, TGFB3, TLR3) (Circos plot, Figure 6B).

Local immune responses in patients with HCC are restrained by tumor and circulating CD4^+^/CD25^+^/FoxP3^+^ Tregs, which suppress effector CD4^+^ T-cell activity and proliferation. Tregs are the predominant cell-type involved in HCC immune escape 43. Consequently, compromised lymphocyte infiltrates (namely, tumor infiltrating lymphocytes; TILs) are observed in HCC 44. Histological examination of encapsulated and non-encapsulated human HCC did not reveal any differences in total lymphocyte infiltration, regardless of tumoral or peri-tumoral localization (Figure S7A).

We then examined whether reduced macroH2A levels correlate with a decreased frequency of CD4^+^ T cells specifically, or an increased presence of CD25^+^ TILS. Here, we used a previously described cohort 26 that we classified into two groups: patients with poorly differentiated HCC and low macroH2A1 expression; and patients with well-differentiated HCC and high macroH2A1 expression (Figure 7).

Immunohistochemical staining against CD25^+^ T cells revealed an increased tumoral presence in poorly differentiated versus well-differentiated tumors; the intra-tumoral CD4^+^ cell content was unchanged between the two HCC groups (Figure 7). Interestingly, a decreased presence of CD4^+^ cells was observed in the peritumoral area of poorly versus well-differentiated HCC (Figure S7B). These data demonstrate that aggressive HCC expressing low levels of macroH2A1 exhibits high levels of intra-tissue TILS expressing the CD25^+^ Treg marker and a decreased adaptive immune response.

Tregs mediate their suppressive function not only through cell-to-cell contact, but also via soluble mediators that provide a positive feedback loop for immune suppressive mechanisms by generating inducible Tregs cells from CD4^+^/CD25^-^T effector cells 43. Therefore, we investigated the potential of macroH2A1 KD CSCs to activate CD4^+^/CD25^+^/FoxP3^+^ Tregs. We isolated fresh T cells from healthy donor blood and incubated them for 72 h with either CTL media or KD media. Using the flow cytometry gating strategy depicted in Figure S10, we observed a significant increase in the frequency of activated CD4^+^/CD25^+/^FoxP3^+^ Tregs upon treatment with KD media compared to control media (Figure 8). This increase was paralleled by a decrease in CD4^+^/CD25^-/^FoxP3^+^ T cells, indicating that conditioned media form KD cells triggers Treg generation from these precursors in the T cell pool. Altogether these data suggest that Tregs are activated in a paracrine manner by macroH2A1 KD HCC cells. Interestingly, pre-treatment of Huh-7 CD and macroH2A1 KD cells with PPP inhibitor Physcion (5 μM, 48h) generated a conditioned medium that nearly completely suppressed the frequency of activated CD4^+^/CD25^+/^FoxP3^+^ Tregs, while massively increasing in parallel the number of CD4^+^/CD25^+^/FoxP3^-^ T cells (Figure 8). Physcion also significantly inhibited the formation of the pools of CD4^+^/CD25^-/^FoxP3^-^ and CD4^+^/CD25^-/^FoxP3^+^ T cells (Figure 8). The functionality of CD4^+^/CD25^+/^FoxP3^+^ Tregs was also analyzed in carboxyfluorescein succinimidyl ester (CFSE)-based suppression assays. Concurrent with co-incubation with CTL or KD media, CFSE-labeled CD4^+^/CD25^-^ T responder cells were mixed with CD4^+^/CD25^+/^FoxP3^+^ Tregs in presence of Treg suppression inspector (anti-Biotin MACSiBead™ particles loaded with biotinylated CD2, CD3, and CD28 antibodies), and then proliferation rate of responder cells was measured. We did not detect differences in the suppressive activity of Tregs from the CTL or the KD group (Figure S11). In summary, media produced from HCC cells KD for macroH2A1 harboring lead to an expansion in the number of activated Tregs, without alterations in their suppressive function.

### HCC harboring low macroH2A1 expression displays decreased cellular senescence

MacroH2A1 modulates the transcriptional activity of IL-6 and IL-8 38, and these cytokines are important effectors of the senescence associated secretory phenotype (SASP) 7. SASP renders cells vulnerable to immune-mediated clearance 7. Therefore, we sought to determine if altered macroH2A1 isoform (macroH2A1.1 and macroH2A1.2) levels in HCC patient tissue samples correlate with altered frequency of tumor resident senescent cells. We found that a significantly higher number of cells immunopositive for β-galactosidase (β-gal), a key marker of cellular senescence, paralleled the progression of liver disease (control < cirrhosis < HCC) and the increased immunopositivity for macroH2A1 isoforms in a cohort of patients bearing differentiated/encapsulated tumors that we previously described 23, 24 (Figure S8). Moreover, p16 has been identified as main player in the cellular senescence response in the liver cellular senescence program, which in turn is involved in tumour immune surveillance 7, 8. Here we found that p16 was expressed at lower levels in the previously examined liver biopsies of patients with poorly differentiated HCC and low macroH2A1 expression compared to those with well differentiated HCC and high macroH2A1 expression 26 (Figure 7, Figure S9). Altogether, these immunohistochemistry data suggest that macroH2A1 expression positively correlated with cellular senescence in human liver. Moreover, cellular senescence phenotype correlates positively with HCC differentiation.

## Discussion

A high presence of CSCs in the liver of patients with HCC is associated with HCC relapse and metastasis 2. Here, we show for the first time that liver CSC-like cells can reprogram neighboring HCC cells into other CSC-like cells that can evade the adaptive immune system via a combination of epigenetic (macroH2A1) and paracrine mechanisms. MacroH2A1 is a marker of well-differentiated HCC and of non-tumor/tumor liver tissue senescence 23, 24; however, our previous and current data suggest that macroH2A1 expression is dramatically decreased or absent in a wide range of independent poorly-differentiated human HCCs 16, although the correlation between macroH2A1 immunostaining and HCC encapsulation that we found needs validation in a larger cohort. What triggers macroH2A1 down-regulation and subsequent macroH2A1-dependent transformation of HCC cells into CSC-like cells remains unknown. Previous evidence suggest that loss of macroH2A1 might promote a relaxed chromatin state that is poised for chromatin remodeling to enhance accessibility to pro-inflammatory transcription factors (NF-κB), and re-expression of reprogramming genes that together might lead to a CSC-like phenotype 17, 45, 46.

The tumor secretome consists of diffusible factors derived from CSCs, cancer cells and the surrounding stroma that determine cancer progression. Proteomic analysis of pancreatic CSCs previously revealed 72 differentially regulated proteins compared to the parental cells 47. To the best of our knowledge, the liver CSC secretome has not been studied. Our analysis of a panel of 507 human cytokines, chemokines, adipokine, growth factors and other soluble molecules in Huh-7 HCC cells with macroH2A1 KD revealed a significant down-regulation of 92 out of 94 differentially expressed molecules (98%), including IL-6 and IL-8. The expression levels of these interleukins are under the specific control of macroH2A1.1 isoform - and not macroH2A1.2 - 38; we found macroH2A1.1 expressed at higher levels in Huh-7 compared to HepG2 cells. HepG2 cells do not produce IL-6 (Figure S6, 34). Interestingly, secretomic effects were not observed in HepG2 cells KD for macroH2A1. Also, macroH2A1 KD HepG2 cells, unlike Huh-7 cells, were unable to transfer chemoresistance paracrinally, which might be consistent with lower levels of macroH2A1.1 38 in this cell line. HepG2 express a wild type tumor suppressor p53, while Huh-7 cells express a mutant dominant negative p53 (Y220C) 48. p53 mutations are frequent in human HCC and are associated to a shorter survival rate compared to the one of wild type p53 carriers 49; they are also major components in the establishment of CSC entity 50. HepG2 and Huh-7 cells KD for macroH2A1 present also metabolic differences: while both cell lines display increased glycolytic pathways, a more significant upregulation of pentose phosphate pathway (PPP) with an increased abundance of redox electron carriers (NADP, NADPH) is specifically observed in Huh-7 (15, this study), while an increased intracellular acetyl-CoA and lipid accumulation is specifically observed in HepG2 (15, this study). p53 is a strong inhibitor of PPP: p53 protein binds to glucose-6-phosphate dehydrogenase (G6PD), the first and rate-limiting enzyme of the PPP, and prevents the formation of the active dimer 51. Cancer-associated p53 mutants lack the G6PD-inhibitory activity 51. Pre-malignant senescent hepatocytes produce SASP that renders these cells vulnerable to immune-mediated clearance 7. Our working hypothesis, supported by the data on PPP-dependent chemokine-cytokine production, is that CSC-like macroH2A1 KD Huh-7 cells, which are p53 mutant and thus display an over-activated PPP, are able to produce an “anti-SASP” - depleted in IL-6, IL-8 and other effectors, triggering a potential mechanism of immune evasion. Consistent with our data, macroH2A1-depleted IMR90 cells do not senesce in response to SASP factor-containing conditioned media from senescent cells, and do not activate SASP genes 38. It is also possible that over-activated PPP and deficient macroH2A1 expression trigger positive epistatic effects on the secretome of HCC cells.

How macroH2A1 KD induces general inhibition of secreted factors in HCC cells? Surprisingly, integrated transcriptomic and secretomic analysis uncovered a low degree of significant concordance between mRNA and protein expression levels, ~11% (10 out of 94 secreted factors). Cytokine expression and production is typically regulated by extensive post-transcriptional regulation 52, 53. Moreover, cellular perturbations such as endoplasmic reticulum stress, oxidative stress and DNA damage coordinately regulate macroH2A1-dependent production of IL-6 and IL-8 upon K-Ras-dependent oncogenic transformation of fibroblasts 38. The elucidation of the transcription/post-transcriptional mechanisms leading to the observed cytokine/chemokine depletion in macroH2A1 KD-induced CSC-like cells warrants further studies. Regardless, the cytokine-depleted secretome is related to immune evasion. While elevated levels of cytokines produced by tumor cells enhance CSC proliferation and the differentiation 39, our data suggest the possibility that decreased levels of cytokines produced by CSC-like cells might favor quiescence, pluripotency and chemoresistance - properties that are transcriptionally programmed into neighboring cancer cells. If this holds true, interventions for general neutralizations of chemokines/cytokines within the tumor parenchyma might be ineffective on the CSC extracellular niche.

Given the rarity of CSCs within the HCC mass 3, it will prove challenging to obtain spatially resolved data about the gradients of cytokine and chemokine levels *in vivo*. Technological advancements to profile low-molecular-mass proteins are required for an unbiased full characterization of the CSC secretome. Our findings provide evidence that the macroH2A1-dependent CSC-like secretome depleted in severable immune mediators leads to CD4^+^/CD25^+^/FoxP3^+^ Treg expansion, without changes in their suppressive activity, and simultaneous curtailment of CD4^+^CD25^-^/FoxP3^+^ T cells in human T lymphocyte pools. Treg development is classically dependent on IL-2 54. IL-2 levels were unchanged in macroH2A1 KD CSC-like cells (*data not shown*). Noteworthy, the only two secreted factors augmented in the conditioned medium from CSC-like cells were GDF15 and lipocalin-2. Both factors can promote CD4^+^/CD25^+^/FoxP3^+^ Treg activation, CSC-like properties and immune escape 55-59. Our data thus suggest the existence of a complex scenario where the macroH2A1 KD-induced CSC-like cells inhibit T cell maturation through downregulation of secreted immune mediators (Figure 6A), in concert with CD4^+^/CD25^+^/FoxP3^+^ Treg expansion due to the increased secreted levels of GDF15 and/or lipocalin-2.

We provide also data that blocking the hyperactivation of PPP in macroH2A1 KD Huh-7 cells using PPP specific inhibitor Physcion led to restoration of downregulated cytokines (IL-6, IL-8) and nearly completely suppressed CD4^+^/CD25^+/^FoxP3^+^ Tregs, suggesting a previously unappreciated link between energy metabolism and chemokine/cytokine production in HCC cells.

During tissue injury, antigen‐specific CD4^+^/CD25^-^ T cells participate in the control of tissue homeostasis in concert with CD8^+^ T cells, macrophages, and NK cells at the inflammatory site. Genetic experiments have revealed that functional senescence surveillance is dependent on an intact adaptive immune response. In CD4^+^ knockout mice, the immune clearance of premalignant senescent hepatocytes is abrogated, favoring HCC development 7. We propose that the observed decreased recruitment of CD4^+^ T cells in macroH2A1-deficient HCC foci contributes, at least in part, to adaptive immune system evasion. A limitation of our study is that it does not address the complex mixture of non-transformed cell types and the extracellular matrix of the TME, as we focus only on major HCC-CSC and CSCs-T lymphocyte cell-cell crosstalk. Further work in 3D tissue models, which might allow microvasculature development and quantitative assessment of cell-cell and cell-drug interactions in a physiologically realistic TME, is required to confirm these findings. Approaches aiming at targeting cellular metabolism in conjunction with chemotherapeutic drugs 60, or ablating CD44 expression to inhibit glycolysis and the PPP 61, or modulating T cells activity through optogenetics 62, are innovative strategies that might be useful to treat macroH2A1-negative aggressive HCCs.

## Figures and Tables

**Figure 1:**
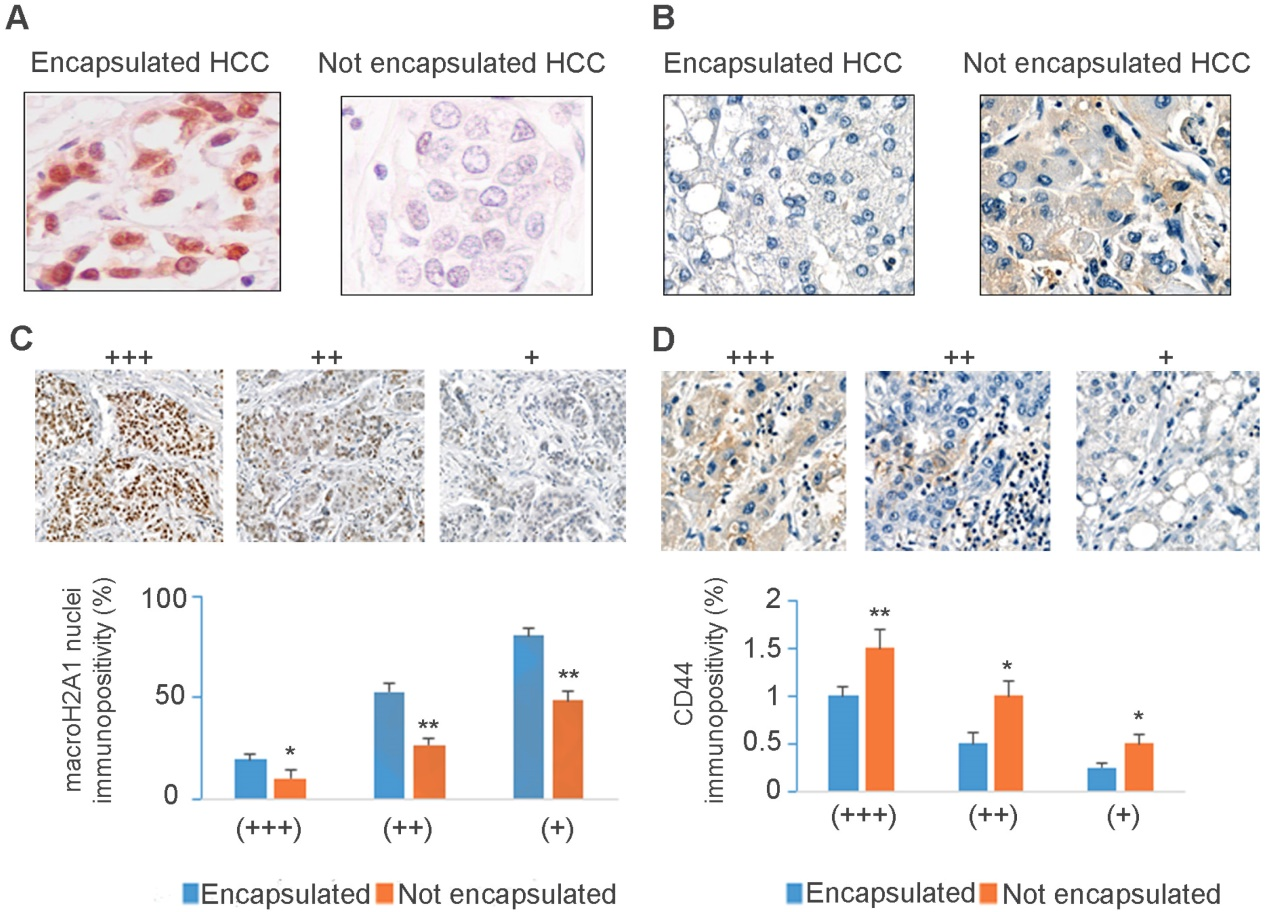
** MacroH2A1 and CD44 expression levels negatively correlate in encapsulated/non-encapsulated HCC from explanted livers of patients undergoing liver transplantation.** Representative immunohistochemical staining of macroH2A1 **(A)** or CD44 **(B)** in encapsulated versus non-encapsulated (metastatic) tumors. **(C, D)** Semi-quantitative scoring of cases as in A and B, based on high (+++), intermediate (++) and low (+) nuclear staining intensity, and the score of cells with the defined nuclear staining intensity from 0 (low) to 100 (high). N = 10 encapsulated tumors, N=10 non-encapsulated tumors. * p < 0.05; ** p < 0.01.

**Figure 2:**
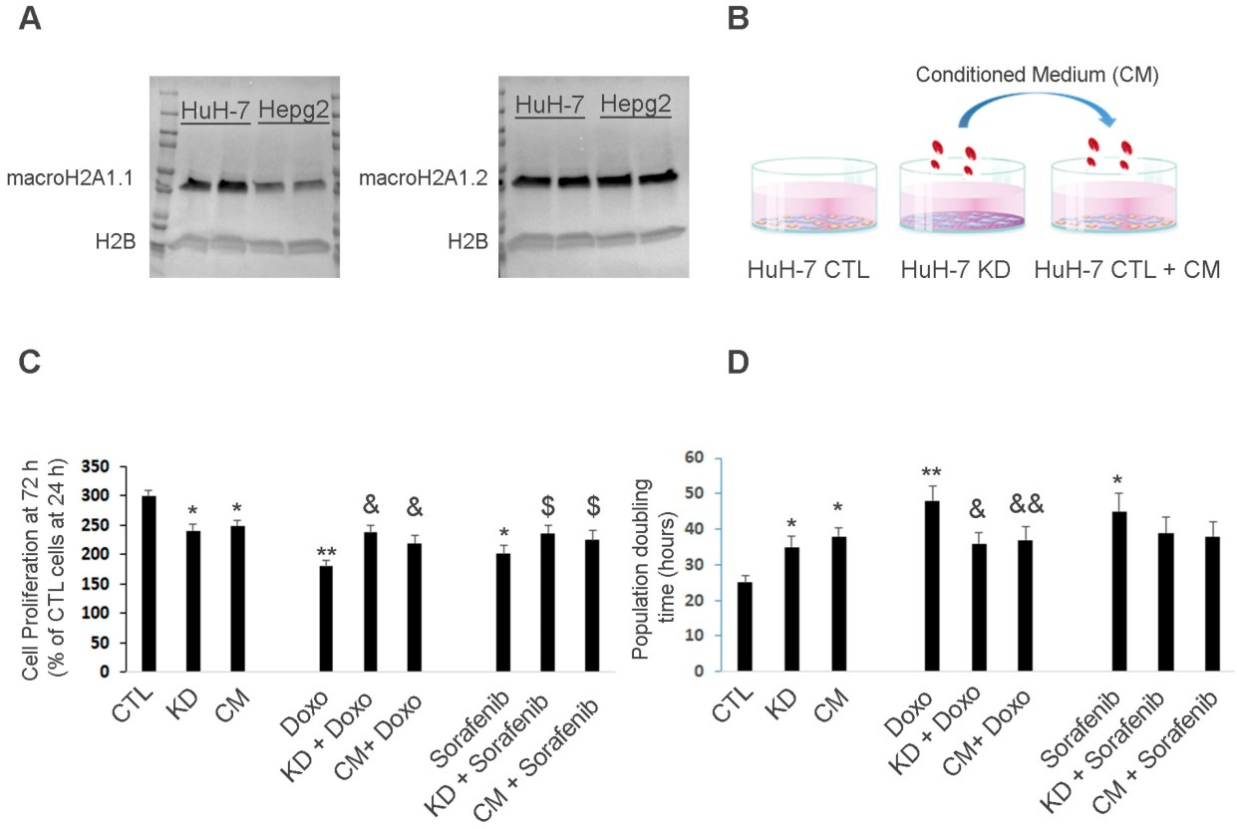
** Huh-7 macroH2A1 KD cells confer chemoresistance to parental cells in a paracrine manner. A.** Nuclear fractions isolated from CTL HepG2 or Huh-7 cells, were processed for immunoblotting with anti-macroH2A1.1, anti-macroH2A1.2 and anti-H2B antibodies. **B.** Three experimental conditions: control (CTL), KD and CTL cells plus KD conditioned medium (CM). **C.** MTT assay in CTL, KD or CTL + CM cells incubated with or without vehicle (DMSO), 2 µM Doxorubicin (Doxo) or 1 µM Sorafenib for 72 h. Data represent the mean cell proliferation ± s.d. relative to CTL cells at 24 h. N=4. **D.** Population doubling time in CTL, KD or CTL + CM cells incubated with or without vehicle (DMSO), 2 µM Doxorubicin (Doxo) or 1 µM Sorafenib for 72 h. Data represent the mean cell proliferation ± s.d. N=3.*P < 0.05, ** P < 0.01 relative to CTL; ^&^ P < 0.05,^& &^ P < 0.01 relative to Doxo; ^$^ P < 0.05,^$ $^ P < 0.01 relative to Sorafenib.

**Figure 3:**
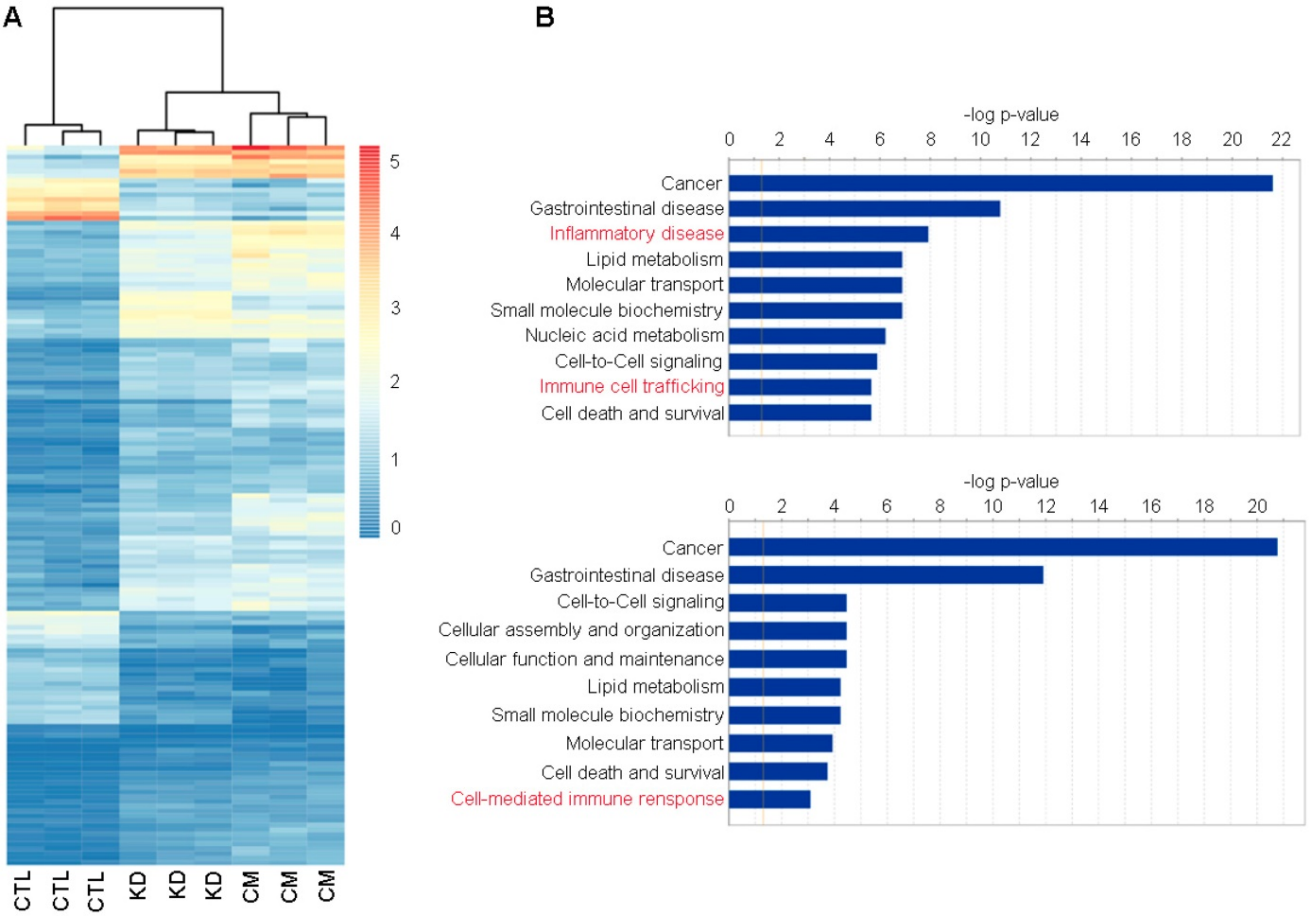
** Functional enrichment of commonly differentially expressed genes in control (CTL), macroH2A1 knockdown (KD) and conditioned media (CM) Huh-7 cells. A.** Heatmap of counts per million (cpm) values of commonly differentially expressed genes in KD vs CTL and CM vs CTL. **B.** Plot showing the enrichment results of KD vs CTL (top) and CM vs CTL (bottom) comparisons. Bar lengths represent the -log(p-value) of the enriched functions. The orange line indicates the statistically significant threshold. Asterisks denote functions implicated in inflammatory and immune responses.

**Figure 4:**
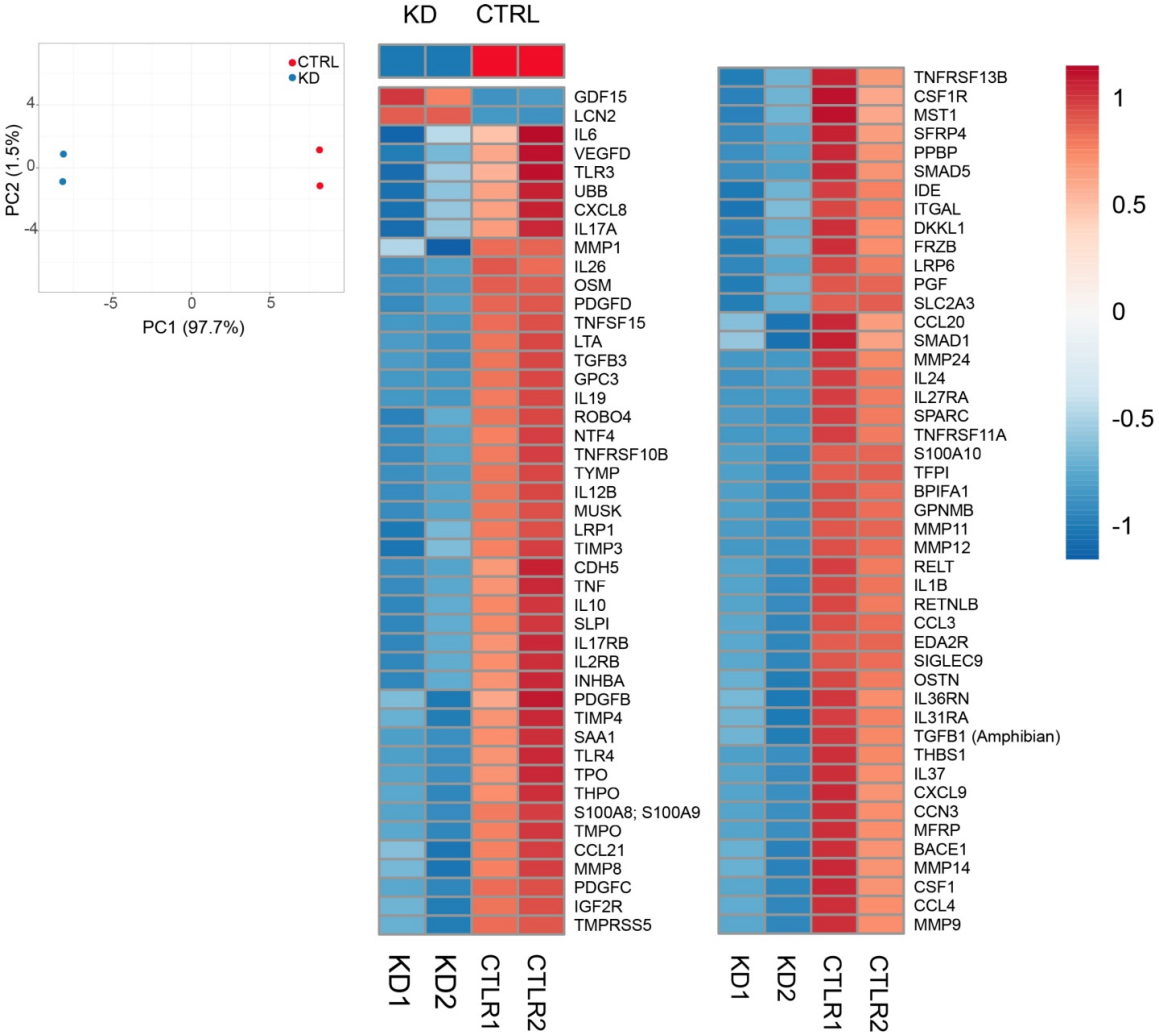
** Secretome analysis.** A. Principal Component Analysis applied to expression profiles of 507 human cytokines, chemokines, adipokine, growth factors, angiogenic factors, proteases, soluble receptors and soluble adhesion molecules in KD and CTRL cells. B. Heatmap representation of 94 differentially expressed molecules between KD (blue group) and CTRL cells (red group). Expression values were scaled between -1 and 1, where positive numbers were represented in tones of red, blue otherwise.

**Figure 5:**
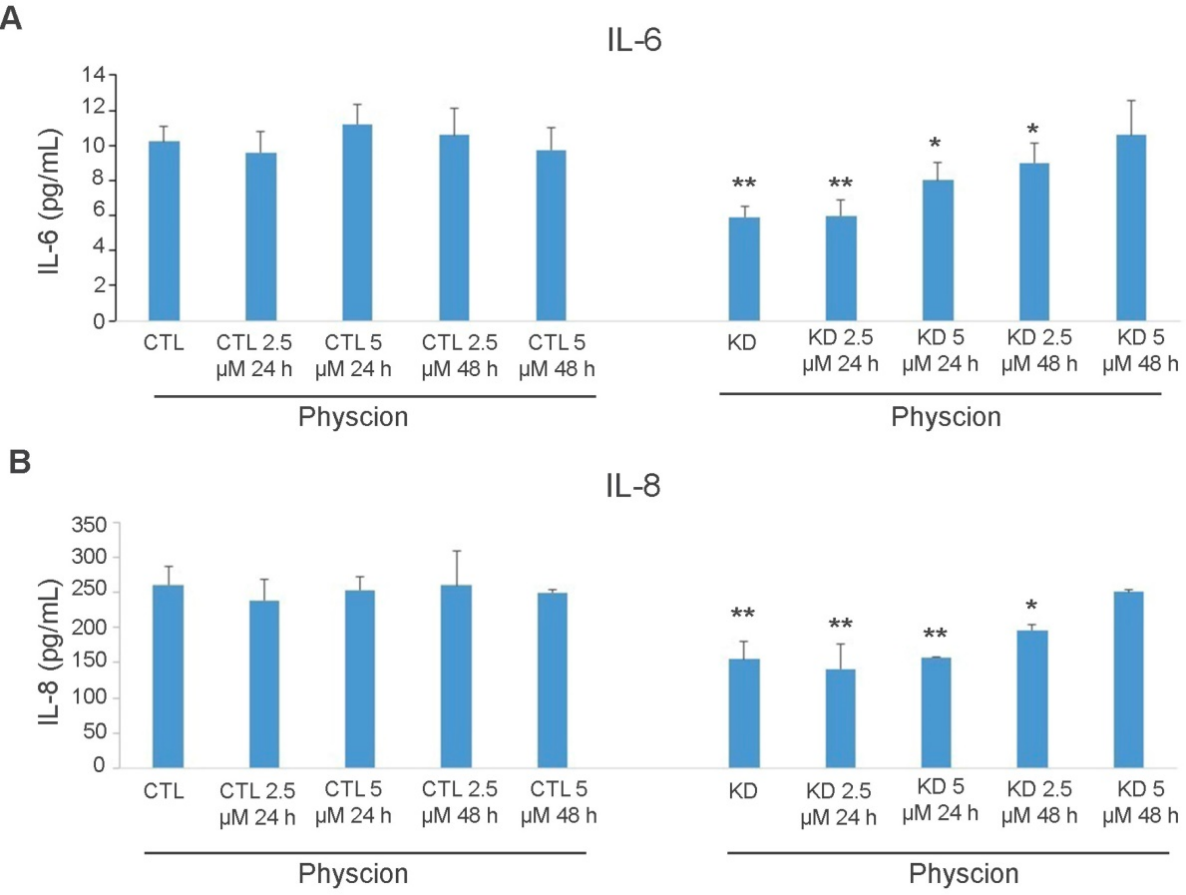
** ELISA analysis of cytokine levels in Huh-7 macroH2A1 knockdown (KD) compared to control (CTL) cells. A-B.** CTL and KD cultured cells were treated with Physcion (2.5 and 5 µM) for 24 h or 48 h or untreated. IL-6 (A) or IL-8 (B) or levels (in pg/ml) were measured in the cell supernatants using commercial ELISAs. N = 3. *p < 0.05, **p < 0.01 compared to control untreated cells.

**Figure 6:**
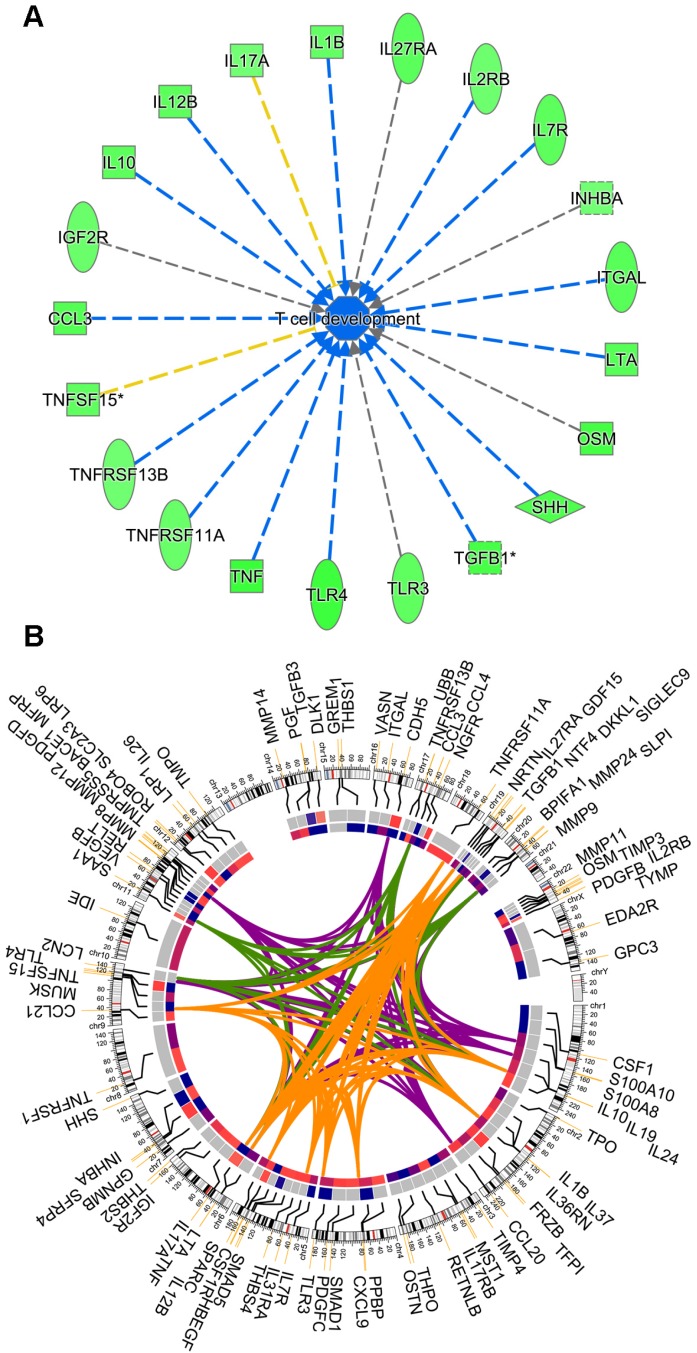
** (A)** Activity inference of the *T cell development/maturation* biological process by 21 out of the 94 differentially expressed molecules between KD and CTRL cells. The process is colored in blue, since its activity is predicted by IPA to be globally reduced in KD cells. Edges are colored (i) in blue, when the fold-regulation of the participating molecules to the process is coherent with the activity inference, (ii) in yellow, when there is inconsistency and (iii) gray when it is not possible to infer the kind of participation (activation, arrow or inhibition, dead-end arrow) of a molecule to the overall process. **(B)** Circos plot representing (from outer to the innermost circle) the 94 molecules, their chromosomal location, their fold-regulation values in the RNA-Seq experiment, and their fold-regulation values in the 94 panel of 507 secreted molecules. Genes were linked by colored bands, if belonging to the same biological process: orange (T cell response), green (activation of neutrophils) and violet (recruitment of neutrophils).

**Figure 7:**
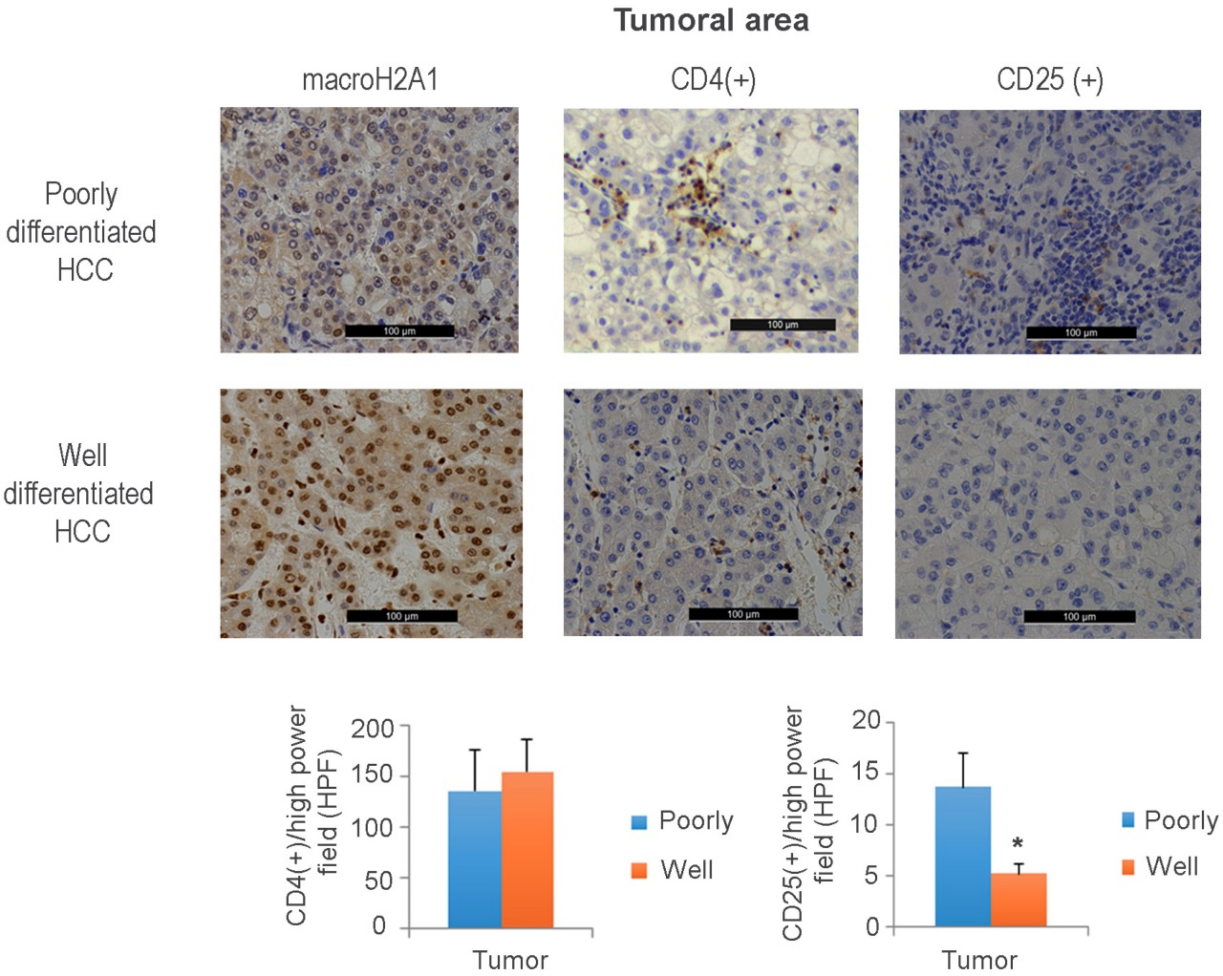
** Aggressive hepatocellular carcinoma (HCC) with reduced macroH2A1 expression displays increased CD25^+^infiltration.** Immunohistochemical staining for macroH2A1, CD4 and CD25 in poorly differentiated (n = 18) and well-differentiated (n = 16) HCC, from a previously characterized cohort 26. Magnification, 20 X. Black scale bars indicate 100 μM. The lower panels show the mean number of cells counted in 10 high-power fields (HPF) performed by a pathologist blinded to the HCC differentiation categories. *p < 0.01 compared to well differentiated.

**Figure 8:**
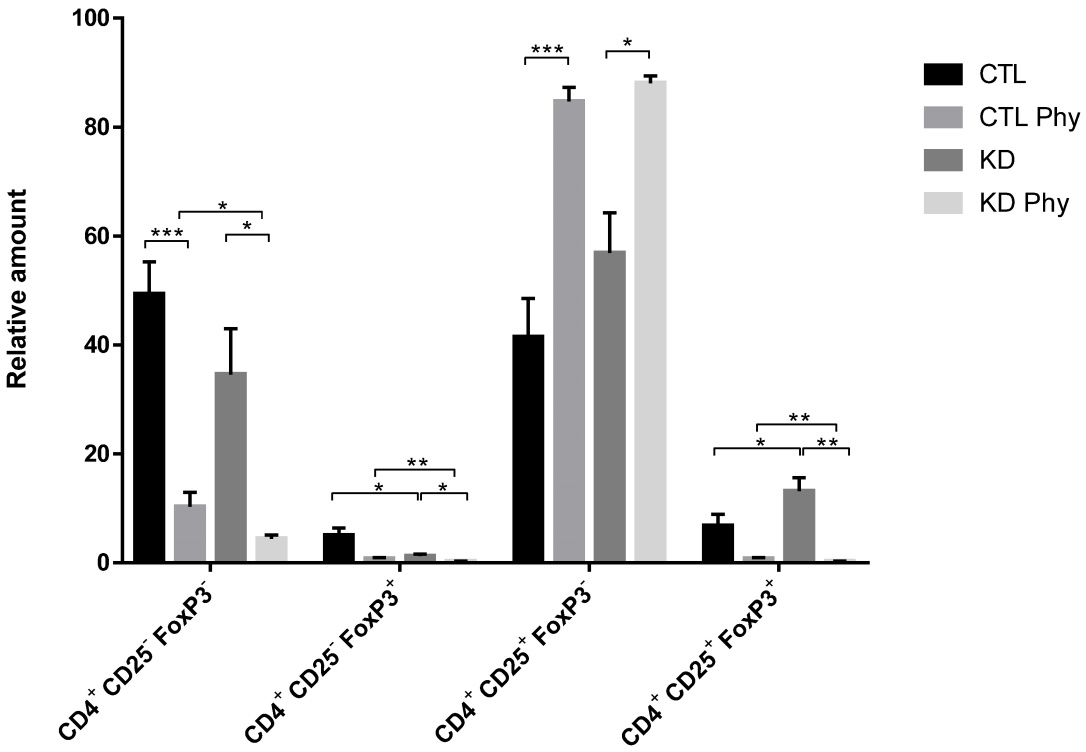
** MacroH2A1 KD conditioned media trigger CD4^+^/CD25^+^/FoxP3^+^ Treg cells expansion.** A. T cells isolated from peripheral blood mononuclear cells of healthy volunteers were exposed to the culture media taken from CTL cells, macroH2A1 KD cells or CTL cells exposed to the conditioned media (CM) of KD cells. All cell lines were pretreated, or not, with PPP inhibitor Physcion (Phy, 5 μM, 48h). The T cells were activated and stained with CD4^+^, CD25^+^ and FoxP3^+^ specific antibodies before flow cytometry. Results are expressed as the percentage (%) of the parental population. N = 8; p < 0.05, ** p < 0.01. *** p < 0.001, comparisons as indicated.

## Abbreviations

HCC: hepatocellular carcinoma
CSC: cancer stem cells
Treg: regulatory T cells
KD: knockdown
CCM: central carbon metabolism
PPP: pentose phosphate pathway

How the deposited data were processed for this re-analysis (not part of the article)

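RNA-Seq of Huh-7 cells was analysed in 9 libraries, 3 of control cells (CTL), 3 of macroH2A1 KD cells (KD) and 3 of control cells exposed to the conditioned medium of KD cells (CM). All 9 deposited columns were mapped to a group by their labels. According to the paper, poly(A)-selected directional libraries were sequenced as paired ends, aligned to hg19 with STAR, counted with htseq-count and normalized with edgeR by the authors. The deposited values are CPM of 26439 genes. They sum to 1000000 in each library, so no scaling factor beyond the library total is part of them. Every value was a whole multiple of the library's smallest step within 0.1 of a read, which gave the depth of each library, from 36736650 to 64881796 reads. The 3-read floor was 0.0462 to 0.0817 CPM.

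The values were analysed with limma 3.58.1 (and statmod 1.5.0) in R 4.3.3, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of the listed genes, 2103 were at 0 in every library, and 14138 had at least 0.5 CPM in at least 3 libraries and were tested. log2(CPM + 0.5) was fitted with lmFit and eBayes with trend and robust estimation in 1 fit of the 3 groups, and KD versus CTL, CM versus CTL and CM versus KD were taken as contrasts. Genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 2 were called differentially expressed. All p-values are two-sided. The paper names an ANOVA with the same thresholds, and an F-test over the 3 groups was run as an alternative. The fit was tested on simulated data, in which 198 of 200 changed genes were recovered and no unchanged gene was called. The simulated changes all lay past the 2-fold limit, and all groups had the same spread. In the real libraries the median SD of log2 values was 0.221 in CM and 0.074 in KD. The test therefore says little about genes near the limit or about unequal spread. Gene positions are those of GENCODE 44 on GRCh37, the assembly also called hg19, and 90.4% of the listed and 97.5% of the tested genes were matched to it.

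The genes named were set by a rule: macroH2A1 and its paralog, every gene the paper names, genes of the lists that are called, and for each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 5 CPM in 1 of the groups and no overlap between libraries. Not every gene that met the rule is named in the text. The 14 gene lists were the secreted factors of Figure 4B and of Figure 6B, the pentose phosphate pathway, glycolysis, lipid synthesis, sterol synthesis, the response to amino acid shortage, hypoxia, proliferation, interferon, secretion in senescence, stemness, hepatocyte function and drug efflux. They were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives, with adjustment over the 42 tests. Distances between group means were Euclidean, and libraries were clustered by complete linkage and by K-means over all tested genes and over the common genes.

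The comparisons, the tests, the lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were other values added before the logarithm (1 and 0.1), no filter (24336 genes) and a stricter one (at least 1 CPM, 13276 genes), rescaling by the median of ratios, fits of only the 2 groups compared, the F-test, an adjusted p-value of at most 0.01, the replicate number as a block, and leaving out each library in turn. Library weights, a correction for GC content and length, removal of the sampling variance from the distances, the ratio of distances, the count of genes changed in the direction of the protein, the factors named in the paper without the limit on the fold change, and gene lists with each library left out were chosen after seeing the data. Tests on read counts recovered from the CPM values were also set before the data were examined and were not run, although the values are whole multiples of 1 read. IPA was not used here, and the secretome, metabolome, ELISA, tissue and T cell experiments were not analysed here.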

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

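The tests of the histone genes, of MIR30A, of GC content and length and of a separate batch were chosen only after the results were seen. Those of carry-over, nutrient depletion and the other splits were set before.

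The direct comparison of CM with KD, which the paper's text does not report, gave 2339 differentially expressed genes, 1439 higher and 900 lower in CM. The effects of KD and of CM against the same CTL libraries thus differ in these genes by a test of the difference itself. Over all tested genes the CM libraries lay farther from both other groups than these lay from each other. Carry-over of KD cells into the exposed cultures would lower macroH2A1, and the log2 fold change of H2AFY in CM versus CTL was -0.028, which argues against it as the source of the CM changes. A trend with GC content and length as the whole cause is argued against by the 2251 genes differentially expressed in CM versus CTL after its correction, 1907 of them among the 2663 found before it. The background of CM replicate 3 is argued against by 2731 genes without that library, 2469 of them among the 2663. The real grouping was 1 of 10 splits of the 6 libraries in CM versus KD with as many genes, as in CM versus CTL (1 of 10) and KD versus CTL (1 of 10). The other 9 splits gave 0 genes each, with 31 to 1216, 51 to 1441 and 5 to 212 genes at an unadjusted p-value under 0.05, and they carry the real difference as spread within their groups. With 3 libraries against 3, no share below 0.1 is possible. A separate batch of CM libraries cannot be told apart from the exposure, since no CTL or KD library is known to have been prepared with them. The chi-square per degree of freedom between CM replicates 1 and 2 was 137, 117 between replicates 1 and 3 and 30.5 between replicates 2 and 3, against 5.59 to 24.2 among CTL and KD replicates. Most of the spread among the CM libraries thus lay between replicate 1 and the other two. Medium conditioned by control cells was not part of the design, so exposure to conditioned medium of any cells stays open beside factors of KD cells. Nutrient depletion could raise the response to amino acid shortage. The median of that list was -0.71 in CM versus KD, but KD cells grown in their own medium could be depleted as well, so the value decides nothing.

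Sterol synthesis genes differed between the effects of CM and KD. Their median log2 fold change in CM versus KD was -1.00 (camera, adjusted p = 2.32e-08; 2 of 21 genes higher), and 10 genes were lower by at least 2-fold. The result held with fry (adjusted p = 1.71e-07) and with an estimated correlation (adjusted p = 0.0422), and kept its direction and its side of the threshold under every alternative run for the lists, rescaling included. The correction for GC content and length was not run for the lists. The exposure to conditioned medium and a batch of the CM libraries (chi-square per degree of freedom 137 between replicates 1 and 2) both stay open, and no test here parts them.

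Replication-dependent histone genes, which the paper does not discuss, summed to 187 ± 20.2 CPM in KD against 47.8 ± 5.80 in CTL and 28.2 ± 5.69 in CM (SD, n = 3 each). In KD, HIST1H2BK alone was at 94.0 CPM and HIST1H1C at 38.2 CPM. All 16 tested histone genes were higher in KD than in CTL (median log2 fold change 0.95), and 7 passed 2-fold. Their messages mostly lack a poly(A) tail, and more RNA without a tail in the KD libraries would raise them. Other RNAs without a tail had a median of 0.37 in KD and 0.68 in CM, whereas the histone genes had a median of -0.27 in CM. This argues against such RNA as the whole source, since it would raise the histone genes in CM as well. Scaling of the CPM values as the whole source is argued against by a median of 0.91 after rescaling. Near-identical copies of histone genes make the counting of single genes uncertain. Polyadenylation of histone messages in KD stays open as a biological explanation and was not tested. More cells in S phase also stay open. The proliferation list was higher in KD (camera, median 0.36, adjusted p = 0.00103, 23 of 25 genes), with none of its genes past 2-fold. The paper, however, measured lower proliferation of KD cells than of control cells.

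MIR30A, a microRNA gene that the paper does not discuss (chromosome 6, 72113254 to 72113324), was counted at 11.7 CPM in KD (11.2, 12.2 and 11.8 in replicates 1 to 3). It was at 0 in the 3 CTL libraries and at or under the 3-read floor in the 3 CM libraries. Transcription of the locus would be expected to raise its neighbours too, and LINC00472 was at 0.0547 CPM in KD and MIR30C2 at 0. This argues against it. A candidate explanation is the shRNA cassette, if it was built on the microRNA-30a backbone: reads of the cassette would then be counted at MIR30A in each KD library, where the mean was 11.7 CPM, and MIR30A would be at or under the floor in the CTL and CM libraries. The highest value among those was 0.0519 CPM, in CM replicate 2. The paper's text does not name the backbone, and the explanation was found on the same data. It also requires that the CTL cells carried no cassette with this backbone.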

How the results depend on the processing

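How many genes were called depended mostly on the limit on the fold change and the value added before the logarithm. In CM versus CTL, which of the 2663 genes stayed called depended more on the scaling. After rescaling 2090 of them stayed called, and 1907 after the correction for GC content and length (13783 genes tested). With 1 added 2229 stayed, and with 0.1 added all 2663. In KD versus CTL, 734 of 867 stayed after rescaling, 699 after the correction and 619 with 1 added. The totals per comparison and of the common genes stayed within 1.5 times their main values under the alternatives run, except 1. With 0.1 added in place of 0.5, the common genes numbered 706 in place of 393. Some parts of these totals also went past this limit. Common genes of the same direction numbered 659 in place of 371 with 0.1 added. Lower genes in CM versus CTL numbered 1159 in place of 757 after rescaling. Of the 11 factors the paper names, 2 in place of 6 were called with 1 added. The totals ranged from 619 (1 added) to 1236 (0.1 added) in KD versus CTL, from 2229 to 3248 in CM versus CTL, and from 1942 to 2834 in CM versus KD. Leaving out each library in turn gave 829 to 916, 2537 to 2951 and 2208 to 2637 genes, with 369 to 430 common genes. No filter gave 863, 2708 and 2374 genes and the stricter filter 824, 2525 and 2220. Fits of only the 2 groups, the F-test, the replicate block and an adjusted p-value of at most 0.01 changed each count by at most 11, since the fold limit decided. Rescaling by the median of ratios gave 822, 2492 and 2316 genes, and the share that was higher fell from 67.9% to 55.5%, from 71.6% to 53.5% and from 61.5% to 51.4%. The median log2 fold change of all genes moved from 0.11 to -0.01 in KD and from 0.18 to -0.02 in CM. Library weights (859, 2869 and 2575 genes) and the correction for GC content and length (779, 2251 and 2064) were chosen after seeing the data. edgeR and DESeq2 tests on read counts recovered from the CPM values were set beforehand and were not run, so their effect is unknown.

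The correlation of the KD and CM fold changes was 0.362 to 0.393 across the fits that each left out 1 library. With no shared control it was 0.318 with KD against CTL replicate 1 alone and 0.327 with CM against CTL replicate 2 alone, and the other alternatives stayed within 1 SD of single-library sets of 0.372.

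Distances are in units of the measure, so they moved with it. From KD to CTL, CM to CTL and CM to KD they were 57.0, 88.8 and 84.3 with 1 added, 77.0, 113 and 107 with 0.1 added, 61.1, 91.3 and 88.3 after the correction for GC content and length, and 0.0213, 0.0502 and 0.0511 as 1 minus Pearson's correlation. Without a filter CM to KD was 95.6. With the sampling variance of the means removed they were 62.4, 94.7 and 89.6. Leaving out each library in turn gave 94.8 to 102 from CM to CTL and 90.1 to 96.3 from CM to KD. The ratio of the CM to KD distance over the KD to CTL distance was 1.38 with 0.1 added, 2.40 as 1 minus Pearson's correlation and 1.42 to 1.52 with each library left out. Over the genes called in both comparisons (distances 29.9, 38.3 and 21.2) it reversed to 0.709. These genes were selected for differing from CTL in both groups, which by construction sets CTL apart.

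Of 72 log2 fold changes of named genes, 55 kept direction and side of the threshold under every alternative run, 6 became weaker, 4 stronger and 7 reversed. The reversed ones lay near 0, and the cause was not tested. CXCL1 in KD versus CTL was -0.086 after rescaling and -0.062 after the correction for GC content and length, and -0.001 to 0.069 with each library left out. In CM versus CTL, H2AFY was 0.030 and H2AFY2 0.124 after that correction, and -0.076 to 0.014 and -0.148 to 0.068 with each library left out. CDKN2A was -0.010 after rescaling and -0.017 to 0.511 with each library left out. INHBA was -0.105 after rescaling, -0.086 after the correction and -0.108 to 0.244 with each library left out. HBEGF was -0.007 and TLR3 -0.009 after the correction.

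Of the 42 list tests, 13 passed with camera, 38 with fry and 3 with an estimated correlation. The numbers were 13 with 1 added, 18 without a filter, 14 after rescaling, 17 with the block and 13 to 17 with each library left out. 23 results became stronger and 10 weaker under at least 1 alternative. The direction of the test reversed with fry in CM versus CTL for the pentose phosphate pathway (median 0.134), hepatocyte genes (-0.129) and drug efflux genes (-0.242), and in CM versus KD for hepatocyte genes (-0.010). It reversed without a filter for proliferation in CM versus CTL (0.269) and interferon in CM versus KD (0.109), and after rescaling for the pentose phosphate pathway in KD versus CTL (-0.016) and hepatocyte genes in CM versus KD (-0.105). With each library left out, proliferation in CM versus CTL ranged from 0.239 to 0.302 and hepatocyte genes in CM versus KD from -0.116 to 0.044, with a reversed test without CM replicate 1 for both and without KD replicate 2 (0.001) for the latter. The cause was not tested, and in these comparisons none of these lists passed with camera.

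Of the genes of secreted factors, 8 to 10 were called with each library left out, and 8 (1 added) to 12 (0.1 added) under the other alternatives. The 5 to 6 concordant genes with each library left out were 4 with 1 added. The filter of 0.5 CPM left 39 of the 92 genes of these factors untested, and without it 10 genes were called and 6 were concordant, the same numbers as with it.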

Differences from the paper's values

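In CM versus CTL, 2663 genes were differentially expressed against the paper's 987. None of the alternatives set before the data were examined and run closed the gap, and they gave 2229 to 3248 genes. Tests on read counts with edgeR, the tool the paper names, and with DESeq2 were among those set beforehand and were not run.

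The genes common to KD and CM numbered 393 against the paper's 202. With 1 in place of 0.5 added before the logarithm there were 273, within 1.5 times the paper's value. The other alternatives set before the data were examined and run gave 369 to 706 and did not close the gap.

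Of the genes of secreted factors of Figure 4B, 6 were differentially expressed in the direction of the protein against the paper's 10. With the factors of Figure 6B there were 7, within 1.5 times the paper's value, and the other alternatives set before the data were examined and run gave 4 to 6. Both lists were read from the figures by eye and may hold reading errors. HBEGF and IL7R were on the list of Figure 6B but not on that of Figure 4B, and CXCL8 the reverse. Part of the gap to the paper may therefore come from the lists. The paper's text names 11 factors beside its count of 10. Of these 11, CXCL9, HBEGF, IL7R, INHBA, MMP24 and PDGFB were differentially expressed here. PDGFD, TGFB3 and TLR3 were lower with an adjusted p-value of at most 0.05 but under 2-fold, and CCL3 and MMP12 did not pass the filter. None of the alternatives that were run called these 5 genes. Without the limit on the fold change, chosen after seeing the values, 9 of the 11 (8 without KD replicate 3) were lower in KD with an adjusted p-value of at most 0.05. Without both this limit and the filter on low values, 10 of the 11 were, which equals the paper's 10, and MMP12 was the gene added (log2 fold change -0.98, adjusted p = 0.0129).

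The paper states that Euclidean distances set KD and CM together in comparison with CTL. Over all tested genes, KD was closer to CTL (63.6) than to CM (92.1). Over the 393 common genes KD was closer to CM (21.2) than to CTL (29.9). The paper also states that the differentially expressed genes of KD and CM did not overlap, and names common genes in the same paragraph. Here 393 genes were common.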

Other observations

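The tests of CM replicate 3 and of the CPM scaling were chosen only after the results were seen, and those of the shared CTL libraries and of the interferon list were set before.

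The paper reports CD44 in HCC tissue. In the RNA-Seq libraries CD44 (chromosome 11, 35160429 to 35253949) was 174 ± 11.1 CPM in CTL, 39.0 ± 1.82 in KD and 44.6 ± 11.0 in CM (SD, n = 3), with log2 fold changes of -2.14 in KD (adjusted p = 1.33e-06) and -1.98 in CM (adjusted p = 5.58e-07). The paper states that GDF15 and lipocalin-2 protein were higher in the medium of KD cells. GDF15 RNA (chromosome 19, 18485541 to 18499986) had a log2 fold change of -2.16 in KD (adjusted p = 1.67e-05) and -2.49 in CM (adjusted p = 1.58e-06). LCN2 RNA had a log2 fold change of 0.34 in KD (adjusted p = 0.329; 0.21 without CTL replicate 2). CDKN2A had a log2 fold change of -0.21 in KD (adjusted p = 0.459) and 0.21 in CM (adjusted p = 0.391; -0.017 without CM replicate 3 and 0.51 without CM replicate 1, adjusted p = 3.24e-04). IL2 did not pass the filter.

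Within 100 kb of EMC10, JOSD2 had a log2 fold change of 1.06 in KD versus CTL (adjusted p = 0.00148), POLD1 0.91 (adjusted p = 6.18e-04) and NR1H2 0.53 (adjusted p = 5.74e-04). In CM versus CTL the log2 fold change was 1.25 for JOSD2, -0.20 for POLD1 and -0.18 for NR1H2. The rise of JOSD2 was thus not specific to KD. LINC00958, chosen after its values were seen, was at or under the 3-read floor in every CTL library and at least 122-fold higher in KD. In the CM libraries, EMC10 was at 0.507%, RARRES2 at 1.42%, MIR30A at 0.148% and LINC00958 at 1.74% of its KD level.

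Fold changes of KD and CM against CTL share the CTL libraries, whose noise makes them correlate. This noise as the whole source is argued against by the lowest correlation with no shared control library, 0.318. A deviation of the CTL group itself is not excluded by that test. If all 3 groups deviated alike and independently, the correlation of fold changes against any of them would be about 0.5. It was 0.372 with CTL as the reference, 0.292 with KD and 0.779 with CM, and 0.390, 0.279 and 0.776 after rescaling. Of the genes in which a group stood apart on the same side of both others, 371 had CTL apart, 286 had KD apart and 1453 had CM apart.

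More genes were higher than lower against CTL. The share of higher genes in CM versus CTL fell to 53.5% after rescaling. Rescaling centres the fold changes (median from 0.18 to -0.02 in CM versus CTL), which by itself evens out higher and lower genes. The fall therefore cannot decide whether the authors' scaling to the library total accounts for the excess. Rescaling assumes that most genes do not change, and which scaling is right was not tested. The scaling factors were 0.922 to 0.924 in CTL, 0.997 to 1.01 in KD and 1.06 to 1.10 in CM.

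The interferon list could be raised in KD by viral transduction. Its median log2 fold change in KD versus CTL was 0.35 (camera, adjusted p = 0.113; 14 of 20 genes higher), which passed with fry (adjusted p = 6.31e-06) and not with an estimated correlation (adjusted p = 0.309). In CM versus CTL the median was 0.57, and the exposed cells are control cells. It cannot be told apart whether transduction contributed, since the tests disagree and the text of the paper does not say how the CTL cells were transduced.

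CM replicate 3 listed 2657 genes at 0, against 7530 to 9913 in the other 8 libraries, and detected 313 of 378 olfactory receptor genes, against 15 to 49. Of 5399 genes at 0 in the other 8 libraries, 3296 (61.0%) were detected in it. Greater depth is argued against, since its 36736650 reads were the fewest of the 9 libraries. Reads from the other 8 libraries are argued against by the summed olfactory receptor genes, at 30.6 CPM in CM replicate 3 and at most 3.79 CPM in the other 8, since such reads could not raise them above the highest of those. Genomic DNA in the library may give such a background. A check of its trend with gene length is void, since 79.1% of the genes had a length and at least 80% were required, so it cannot be told apart from other sources. CM replicate 1 listed 186 genes at 1 read, against 920 to 1282 in the other libraries, and no explanation was tested. Ribosomal protein genes took 5.29%, 8.68% and 7.41% of the reads in CM replicates 1 to 3 and 4.60% to 5.19% in the CTL and KD libraries. The median SD of log2 values within a group was 0.22 in CM, 0.10 in CTL and 0.07 in KD.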
